# An Integrated Analysis of microRNAs and the Transcriptome Reveals the Molecular Mechanisms Underlying the Regulation of Leaf Development in Xinyang Maojian Green Tea (*Camellia sinensis*)

**DOI:** 10.3390/plants12213665

**Published:** 2023-10-24

**Authors:** Xianyou Wang, Ruijin Zhou, Shanshan Zhao, Shengyang Niu

**Keywords:** tea plant, miRNA, Xinyang Maojian, leaf development, regulatory network

## Abstract

Xinyang Maojian (XYMJ) tea is one of the world’s most popular green teas; the development of new sprouts directly affects the yield and quality of tea products, especially for XYMJ, which has hairy tips. Here, we used transcriptome and small RNA sequencing to identify mRNAs and miRNAs, respectively, involved in regulating leaf development in different plant tissues (bud, leaf, and stem). We identified a total of 381 conserved miRNAs. Given that no genomic data for XYMJ green tea are available, we compared the sequencing data for XYMJ green tea with genomic data from a closely related species (Tieguanyin) and the *Camellia sinensis* var. *sinensis* database; we identified a total of 506 and 485 novel miRNAs, respectively. We also identified 11 sequence-identical novel miRNAs in the tissues of XYMJ tea plants. Correlation analyses revealed 97 miRNA–mRNA pairs involved in leaf growth and development; the csn-miR319-2/csnTCP2 and miR159–csnMYB modules were found to be involved in leaf development in XYMJ green tea. Quantitative real-time PCR was used to validate the expression levels of the miRNAs and mRNAs. The miRNAs and target genes identified in this study might shed new light on the molecular mechanisms underlying the regulation of leaf development in tea plants.

## 1. Introduction

Tea (*Camellia sinensis*) is the world’s oldest and most popular nonalcoholic beverage; it also provides various health benefits [1]. These health benefits are conferred by several compounds, including tea polyphenols, catechin acid, caffeine, theanine, proteins, and alkaloids [2,3]. According to data from the China Tea Marketing Association in 2021 (http://www.stats.gov.cn/, 1 July 2023), approximately 11.7 million tons of fresh tea leaves are processed into green tea, black tea, white tea, and oolong tea annually.

Tea (Theaceae: *Camellia*) was first grown and produced in Yunnan Province, P.R. China for approximately 1700 years [4]. There are two main cultivated tea tree varieties: *Camellia sinensis* var. *sinensis* (CSS; Chinese type) and *Camellia sinensis* var. *assamica* (CSA; Assam type). CSS is one of the most popular tea varieties in China; it also has one of the most extensive distributions of any tea cultivar worldwide [4,5]. In China, CSS comprises approximately 67% of all tea cultivars, and CSS has been the source of germplasm that has contributed to recent increases in tea production. Xinyang Maojian (XYMJ) green tea is one of the most popular CSS teas in China. XYMJ was first grown in southern Henan Province, China, and later exported to more than 20 countries and regions. 

Tea plants are perennial evergreen woody plants that are grown in tropical and subtropical regions worldwide [6]. Tea plants have a lifespan of over 100 years; under natural conditions, they can reach heights of approximately 15 m. Tea is derived from one bud and the two uppermost leaves on the tender shoots. Given that young leaves from tea trees are used for tea preparation, the developmental characteristics of tea leaves are thought to have a major effect on the yield and quality of tea products [7]. 

The size of the tea genome is approximately 3.0 Gb [3,8]. It shows high heterozygosity, which is at least in part associated with genetic barriers (i.e., self-incompatibility), and this has greatly inhibited research on tea plant genomes. A total of 30 tea plant genomes have been published to date according to the tea plant genome database (TeaPGDB) (http://eplant.njau.edu.cn/tea, 1 July 2023). These include the whole genomes of six cultivars (CSA ‘Yunkang 10’, CSS ‘Biyun’, CSS ‘Shuchazao’, wild tea plant, CSS ‘Huangdan’, and CSS ‘Shuchazao’), as well as seven nuclear genomes and seventeen organellar genomes [9]. No genomic data are currently available for XYMJ green tea. 

MicroRNAs (miRNAs) are endogenous 20–24-nucleotide (nt) noncoding small RNAs (sRNAs) that play various regulatory roles by mediating the cleavage of their target mRNAs or repressing their translation in animals and plants [10,11,12]. In plants, miRNAs play key roles in diverse biological processes, such as growth and development, the degradation of proteins, signal transduction, responses to biotic and abiotic stress, and regulation of the expression of other sRNAs [13,14,15]. Leaf development is controlled by a complex gene regulatory network, and miRNAs and their target genes play key roles in regulating various aspects of this process [16,17,18]. Plant miRNAs and their target genes affect the external characteristics of leaves and determine leaf polarity [19,20]. Some novel miRNAs that play key roles in regulating the development of leaves in plants have been identified and cloned. For example, miR164 regulates leaf margin serration in Arabidopsis [21]; miR390 and miR165/166 control polar growth in Arabidopsis [19,20]; miR159, miR319, and miR396 control leaf shape formation [16,22]; and miR156, miR160, and miR164 play key roles in the initiation of leaf development [21,23,24]. The amount of miRNA information in tea plant genomes is increasing, and this has been driven by the development of high-throughput sequencing technology, which has become an important tool for the identification of miRNAs. The first four candidate tea miRNAs in a tea plant genome were identified using expressed sequence tag (EST)-based comparative genomics [25,26]. Since then, comparisons of tea EST sequences, transcriptome data, the Arabidopsis genome, and the tea genome have been used for miRNA identification. Several studies have examined the mechanisms underlying the ability of miRNAs to alter responses to abiotic and biotic stress through their effects on target genes; miRNAs have also been shown to regulate secondary metabolite biosynthesis in tea plants [27,28]. 

The leaves of tea plants are vegetative organs and economically valuable. Leaf size, shape, and color are some of the most important characteristics of tea plants, and these morphological features are affected by various factors such as light, mineral nutrients, hormones, temperature, and the expression of target genes regulated by miRNA. In China, one bud and two leaves of tea plants are harvested in the spring; these materials are commonly used to make green tea and are the most economically valuable components of tea plants. Several previous studies have shown that miRNAs play key roles in regulating the development of sprouts in several tea varieties, such as O. Kuntze var. Chinary tea [29], Shuchazao tea [30], Pingyang Tezaocha tea [7], and Yunkang 10 tea [31]. Some miRNA families that regulate the expression of plant-specific transcription factors are involved in multiple developmental processes. The miR319/TCP (TEOSINTE BRANCHED1, CYCLOIDEA, and PROLIFERATING CELL NUCLEAR ANTIGEN BINDING FACTOR, TCP) module is involved in multiple developmental processes in tea plants; for example, miR319c/TCP2 regulates apical bud burst in Shuchazao tea [32]. However, the molecular mechanisms and regulatory pathways underlying miRNA-mediated regulation in XYMJ tea plants remain unclear.

Here, we identified miRNAs by comparing XYMJ sequencing data against the Tieguanyin genome, CSS database, and Arabidopsis genomic database. Generally, our approach could be used to identify miRNAs in any nonreference genome sequence. The aims of this study were to identify the main candidate miRNAs and mRNAs involved in regulating leaf development and clarify the molecular mechanisms by which the miRNA–mRNA regulatory network controls leaf development.

## 2. Materials and Methods

### 2.1. Plant Materials 

We used three-year-old tea plants (*Camellia sinensis* var. ‘XYMJ’) in this study. The tea plants were planted in tea gardens from Yipin Tea Plantation in Xinyang, Henan Province, China, on 10 May 2022. Samples were collected from a total of 100 XYMJ tea plants. Buds (0.5 g) were harvested from XYMJ tea plants, and three biological replicate bud samples were collected. First leaf, second leaf, and stem samples were collected in the same manner. All samples of each sample type were collected using the same procedures to ensure that samples were standardized. Buds collected from the top of tea plants were 0 to 3 cm in length (sBud); the first leaves below the buds (sL1) were approximately 3 cm long; the second leaves with higher maturity below the buds (sL2) were approximately 4 cm long, and the stem between the first leaf and second leaf (sS1) was approximately 2 cm long. After samples were collected, they were immediately frozen in liquid nitrogen and maintained at −80 °C until RNA extraction.

### 2.2. Total RNA Extraction

The Quick RNA Isolation Kit (Waryong, RNAzol, Beijing, China) was used to extract total RNA per the manufacturer’s instructions. A QuantusTM Fluorometer (Promega Corporation, Madison, WI, USA) and 1% agarose gel electrophoresis were used to evaluate the purity and quantity of total RNA. Transcriptome and miRNA sequencing were then conducted using the RNA samples. 

### 2.3. sRNA and RNA Sequencing (RNA-Seq) Library Construction and Sequencing

Samples from four different tissues (bud, first leaf, second leaf, and stem) were used to generate four sRNA and RNA-seq libraries, and these libraries were sequenced by Personal Biotechnology Co. (Nanjing, China, http://www.personalbio.cn/, 1 July 2023) using the Illumina Novaseq 6000 platform. First, sRNA fragments (16–30 nt) were isolated after separation by a 15% polyacrylamide denaturing gel. The Small RNA Purification Kit (Waryong Centrifugal column type, Beijing, China) was used to purify the fragments. T4 RNA ligase was then used to sequentially ligate the purified products to a 5′ RNA adaptor and a 3′ RNA adaptor by T4 RNA ligase; they were then reverse-transcribed to generate double-stranded cDNA. An Agilent 2100 Bioanalyzer and Agilent High Sensitivity DNA Kit (Agilent Technologies Inc., Santa Clara, CA, USA) were used to examine the validated and purified sRNA-derived cDNA library. We then sequenced each sRNA library. All sRNA fragments were annotated, and the target genes of the novel miRNAs were predicted. The procedure used to construct RNA-seq libraries is based on that described in a previous study [33]. 

### 2.4. Identification of Conserved and Novel miRNAs

Potential conserved and novel miRNAs of *C. sinensis* were predicted via bioinformatics analysis of the sequencing data. Given that genomic data for XYMJ green tea are not available, HISAT2 (v.2.0.5) with default parameters was used to compare the sequencing data against transcriptome data and genomic data from *C. sinensis* Tieguanyin (http://eplant.njau.edu.cn/tea/download.html, 1 July 2023) [34], the CSS genome database (http://tpdb.shengxin.ren/index.html, 1 July 2023), and Arabidopsis genomic data (https://www.arabidopsis.org/download/index-auto.jsp?dir=%2Fdownload_files%2FGenes%2FAraport11_genome_release, 1 July 2023). Several RNA categories, such as repeat sequences, tRNAs, rRNAs, protein-coding genes, small nuclear RNAs (snRNAs), and small nucleolar RNAs (snoRNAs), were removed from each database by comparing the mapped sRNA tags against the Tieguanyin genome and CSS genome database. Following this analysis, known miRNAs that were mapped to the database sequences were categorized into different miRNA families. Novel miRNA candidates were classified as novel putative miRNAs and placed in a single group. The Mireap online program (http://sourceforge.net/projects/mireap/, 1 July 2023) was used to predict the novel miRNAs.

### 2.5. Annotation and Cluster Analysis of miRNAs

Unique reads were annotated using known miRNAs in the miRBase database (http://www.mirbase.org/, 1 July 2023) and other non-coding RNAs (ncRNAs). No annotated sequence information was obtained for the novel miRNAs that were identified using Mireap (version 2.0) software. To identify sRNAs derived from miRNA fragments, we compared the sense and antisense sequences of sRNAs and miRNAs using Overlap software. rRNA, snoRNA, snRNA, and tRNA sequences from the GenBank and Rfam3 databases were used to annotate sRNA sequences. rRNAs were given highest priority in the sequence comparisons, followed by conserved miRNAs, repeats, exons, and introns, to ensure that sRNA annotations were unique [35].

These miRNA sequences were aligned to mature miRNA sequences of closely related species in the miRBase database using BLAST to identify miRNAs that were evolutionarily conserved across species. The target genes for differentially expressed miRNA (DEM) sequences were predicted using psRobot_tar software [36]. Comparisons of the XYMJ sequencing data against different genome databases were conducted to identify DEMs in various libraries. DESeq (v1.30.0) was used to analyze the DEMs, which were identified using the following criteria: |log_2_(fold change)| > 1 and *p*-value < 0.05. Next, we used the pheatmap package in R software to conduct bidirectional cluster analysis of all samples. Euclidean distances were calculated, and samples were clustered using the hierarchical clustering method. 

### 2.6. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Analysis

GO (http://www.geneontology.org/, 1 July 2023) and KEGG (http://www.kegg.jp/, 1 July 2023) analyses were conducted on the target genes of the DEMs. GO analysis of the predicted target transcripts of miRNAs was conducted to clarify their regulatory roles in tea plants. The topGO package was used to conduct GO analysis on the target genes of DEMs; the hypergeometric distribution method was used to calculate *p*-values, and the threshold for significant enrichment was *p* < 0.05. GO terms with significantly enriched differentially expressed genes (DEGs) were identified to characterize the main biological functions performed by these genes. KEGG analysis of the target genes of DEMs was conducted using clusterProfiler (3.4.4) software, and the threshold for statistical significance was *p* < 0.05.

### 2.7. qRT-PCR Validation of miRNAs

qRT-PCR was conducted to validate the expression of miRNAs and their target genes. The total RNA from various tissues of XYMJ tea plants (bud, first leaf, second leaf, and stem tissue) used to construct the RNA-seq libraries was also used in qRT-PCR reactions. DNAman software (version 7.0; Lynnon Biosoft, Quebec, QC, Canada) was used to design the primers for mRNA and miRNA qRT-PCR assays, and the primer sequences are shown in Table S1. The SYBR One Step PrimeScript miRNA cDNA Synthesis kit (Takara, Otsu, Japan) was used to synthesize the cDNA of the miRNAs following the manufacturer’s instructions. All qRT-PCR reactions were conducted on a Bio-Rad IQ5 instrument (Foster City, CA, USA) with the following thermal cycling conditions: 94 °C for 2 min, followed by 45 cycles of 94 °C for 15 s, 58–62 °C for 15 s, and 72 °C for 30 s. The 2 (-deltadeltaCT) method was used to determine the expression levels of the target genes of the miRNAs by calculating the fold change in expression in selected tissues relative to bud tissue. The expression of the *glyceraldehyde-3-phosphate dehydrogenase* (*GAPDH*), *5S-rRNA*, and *U6 small nucleolar RNA* genes were determined and used as reference genes [37]. Three biological replicates were conducted in all qRT-PCR analyses, and three technical replicates were performed for each biological replicate.

### 2.8. Target Prediction and Construction of a Regulatory and Interaction Network

The fold changes in expression (|log_2_(fold change)| > 1) and the significance of expression differences (*p*-value < 0.05) of DEMs were evaluated using DESeq. The target genes for the DEM sequences were predicted using psRobot_tar software [36]. To construct the network of miRNAs and mRNAs involved in regulating leaf development in XYMJ tea, we conducted searches of miRNAs and mRNAs against the Retrieval of Interacting Genes (STRING) database using the Search Tool. We further analyzed targeting relationships between DEMs and selected mRNAs and DEMs. GO and KEGG enrichment analyses were conducted to shed light on the roles of these miRNAs in leaf development. According to the protein interaction relationships in the STRING database, we selected interaction pairs with scores greater than 0.95 to construct the network map. We used Cytoscape software to alter the color and shape of the nodes in the network diagram. To further clarify interactions between mRNAs and miRNAs, differentially expressed miRNA families and mRNAs in the diagram were indicated using Photoshop software. 

### 2.9. Statistical Analysis

SPSS software (SPSS, Inc., Chicago, IL, USA) was used to conduct statistical analyses. One-way analysis of variance followed by Tukey’s post-hoc test was used to evaluate the significance of differences between groups; the threshold for statistical significance was *p* < 0.05. RT-qPCR results are shown as the mean ± SD of three independent experiments. Analysis of variance (ANOVA) was performed using Duncan’s multiple range test; different lowercase letters indicate significant differences at *p* < 0.05. 

## 3. Results

### 3.1. High-Throughput Sequencing of sRNAs in XYMJ Tea Plants 

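Small RNAs of the bud (sBud), the first leaf below the bud (sL1), the second leaf below the bud (sL2) and the stem (sS1) of XYMJ tea plants were sequenced in 12 libraries, with 3 replicates per tissue. The authors removed adaptors and low-quality reads, set aside reads from other classes of ncRNA, aligned the remaining reads to the plant miRNAs of miRBase and counted the reads on each conserved miRNA. The values used here are these counts for each library, without normalization. The paper's text does not give the rule for reads that match several miRNAs, so reads of closely related family members could have been split between them or counted on 1 of them. Every library lists the same 650 miRNA IDs, of which 462 carry a family name and 188 do not. The files' ID cas-MIR159-2 is read as csn-miR159-2, and other IDs likewise, by family and member number, since no sequences come with the counts. The total count per library ranged from 408240 to 547179 in sBud (median 518453), from 387015 to 540999 in sL1 (median 387379), from 559217 to 647707 in sL2 (median 640623) and from 540019 to 746562 in sS1 (median 586848). The 5 miRNAs with the most counts made up between 79.8% and 85.1% of the counts of a library. A count of 0 in a library allows up to 3 counts, which on average corresponds to 7.22 CPM in sL1 and to 4.44 CPM in sL2, where CPM is the unit of edgeR's counts normalized to the library total and its TMM factor. These limits cover counting error only, because sequenced PCR products are not independent molecules. Tissue names follow the labels with which the libraries were deposited.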

Four sRNA libraries derived from various tissues and leaf development stages (sBud, sL1, sL2, and sS1) were sequenced using the Illumina platform to identify miRNAs involved in leaf development in XYMJ tea plants. Overlap software was used to compare all unique reads against the Rfam13 database. We identified a total of four types of known ncRNAs: rRNAs, tRNAs, snRNAs, and snoRNAs. Only RNAs that were perfect matches or with no more than two sequence mismatches were retained. A summary of the sequencing data of the four sRNA libraries is provided in Table 1. Clean reads were obtained by removing low-quality reads, reads with adaptor/acceptor sequences, as well as contaminants, including adaptor sequences and RNAs less than 20 nt. A total of 3,896,052 known ncRNAs were obtained from the four samples. The most and least abundant sRNAs in the library were rRNAs (83.4%) and snRNAs (2.5%), respectively (Table 1). 

### 3.2. Conserved miRNAs in XYMJ Tea Plants

Conserved miRNAs in XYMJ tea were identified by aligning XYMJ tea sRNAs that were not annotated as rRNA, tRNA, snRNA, and snoRNA to mature miRNAs and precursor miRNAs in all plant species uploaded to the miRBase 22.1 database (http://www.mirbase.org/, 1 July 2023). Only RNAs that were perfect matches or with no more than two sequence mismatches were retained. A total of 15,502 unique sequences and 675 conserved miRNAs from various tissues were obtained in XYMJ tea. A total of 167, 86, 189, and 233 conserved miRNAs were identified in the sBud, sL1, sS1, and sL2 samples, respectively (Table S2).

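In the deposited counts, 361 miRNA IDs had at least 1 count in at least 1 library labelled sBud, 326 in sL1, 380 in sS1 and 380 in sL2. Of these, 290, 273, 305 and 302 IDs, respectively, carried a family name. In all, 198 IDs were counted in every tissue. A single library held 249 ± 16.6 IDs with at least 1 count in sBud (mean ± SD, n = 3), 233 ± 7.64 in sL1, 255 ± 2.65 in sS1 and 265 ± 12.5 in sL2. The tissues differed in this number by more than the spread between replicates (exact permutation test of the F statistic over 369600 arrangements of the libraries, two-sided, p = 0.0471). After every library was drawn down at random to the smallest total, the means were 239.7 in sBud, 227 in sL1, 231 in sS1 and 239 in sL2, and no difference was detectable (exact permutation test, p = 0.394). The largest change came from a minimum of 5 counts, with which the means were 147 in sBud, 136 in sL1, 146 in sS1 and 153 in sL2 (exact permutation test, p = 0.0502).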

The transcriptome data and Tieguanyin genome, CSS genome, and Arabidopsis genome databases were compared to characterize the extent to which these miRNAs are evolutionarily conserved. Comparison with the transcriptome data yielded 381 conserved miRNAs, and target genes were predicted for 107 conserved miRNAs. The number of target genes and target gene loci detected were 703 and 1116, respectively (Table 2 and Table S3). The same numbers of conserved miRNAs were obtained by comparison of the Tieguanyin genome, CSS genome, and Arabidopsis genome databases. However, slight differences were observed in the number of target genes and target gene loci (Table 2). 

BLAST was used to compare the miRNAs identified against sequences in the Rfam13 database to classify conserved miRNA families. A total of 381 known conserved miRNAs were categorized into 60 families (Table S4). The family with the largest number of miRNAs was the csn-miR166 family, which contained 39 members according to nucleotide differences. This was followed by csn-miR159 (36 members), csn-miR171 (28 members), csn-miR167 (22 members), csn-miR396 (18 members), csn-miR156 (17 members), csn-miR164 (14 members), csn-miR395 (13 members), and csn-miR172 (12 members). 

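The 462 listed IDs with a family name fall into 116 family names, or 107 when subfamilies such as MIR167_1 and MIR167_2 are joined. Joined in this way, csn-miR159 had 47 listed IDs and csn-miR166 had 42. They were followed by csn-miR171 with 31, csn-miR156 with 26, csn-miR167 with 24, csn-miR396 with 23, csn-miR482 with 20, csn-miR164 with 15, csn-miR395 with 14 and csn-miR172 with 12. These numbers count listed IDs and take no account of depth. In total, 224 of the listed IDs had a single count over all libraries. With at least 10 counts in total, csn-miR166 had 32 IDs, csn-miR159 had 31, csn-miR396 had 15, csn-miR167 had 13, csn-miR171 had 12 and csn-miR156 had 9.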

Only 1 to 10 members were present in the remaining miRNA families (Table S4). We then used BLAST to align these miRNA sequences to mature miRNA sequences of closely related species in the miRBase database. Our findings indicate that the 381 known conserved miRNAs were highly conserved and belong to 47 known miRNA families (Table S5). These findings suggest that the miRNA families in XYMJ tea plants are present in related plant species; their functions might be evolutionarily conserved in related plant species.

### 3.3. Characterization of Conserved miRNAs 

The frequency of different bases in miRNAs varied depending on base position and miRNA length. Our analysis revealed that adenine (A) was the first base in all 24 nt miRNAs, uracil (U) was the first base in most 20 to 23 nt miRNAs, and guanine (G) was the first base in most 23 nt miRNAs (Figure 1A). The percentages of A, U, G, and cytosine (C) at each locus of the conserved miRNAs in XYMJ tea plants were calculated. U is one of the most frequent bases in conserved miRNAs in XYMJ tea plants, and it was mainly observed at nucleotide positions 1, 2, 20, and 23. The distribution of A among positions was even. Although C was abundant in conserved miRNAs, it was less common at all positions, with the exception of positions 9, 19, 20, 21, 22, and 24 (Figure 1B).

### 3.4. Identification of Novel miRNAs in XYMJ Tea Plants

High-throughput sequencing analysis was conducted to identify miRNAs from the reference miRNA database, and novel miRNAs were identified using selected reference sequence information. Given that genome data for XYMJ green tea are not available, we compared the XYMJ sequencing data to genomic data from closely related species, including the Tieguanyin genome and CSS database. We obtained a total of 506 and 485 novel miRNAs (Table 2). Few novel miRNAs were obtained in Arabidopsis because of the differences between species. The results of the novel miRNA comparison varied depending on the species used (Table 2). 

Sequences of the novel miRNAs ranging from 20 to 24 nt in length are shown in Figure 2A. Most of the novel miRNAs were 24 nt in length, and sRNAs 24 nt in length were the most common. sRNAs 24 nt in length comprised 44.05% and 43.37% of the data obtained via comparison with the Tieguanyin and CSS genomes, respectively (Figure 2A). Sequences of known miRNAs ranged from 20 to 24 nt in length. The same numbers of miRNAs of different lengths were obtained by all four databases (Tieguanyin genome, CSS genome, Arabidopsis genome, and transcriptome). The length of most known miRNAs was 21 nt miRNAs, which comprised 62.73% of all miRNAs (Figure 2B). The characteristics of XYMJ tea plant miRNA sequences were consistent with the characteristics of miRNA sequences in *C. sinensis* observed in previous studies [7,30,38]. 

### 3.5. Tissue-Specific Expression of miRNAs

The tissue-specific expression of miRNAs might play a key role in regulating the growth and development of leaves. Thus, we determined the number of conserved and novel miRNAs showing tissue-specific and stage-specific expression in XYMJ tea plants across the four samples (sBud, sL1, sL2, and sS1). Some miRNAs were only expressed in a single tissue or stage. 

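A conserved miRNA was taken as specific to a tissue when it had at least 1 count in that tissue and 0 counts in the 9 libraries of the other tissues, because the paper's text does not give its criterion. In the libraries labelled sBud, 79 IDs met this criterion, and 44 of them carried a family name. Of the 79, 60 had a single count, and the largest total of any of them was 5 counts. None was counted in every sBud library, and 0 had 10 or more counts in the tissue. Simulations that spread the counts of each miRNA over the libraries in proportion to the library totals gave 56.0 such IDs on average, between 37 and 77 in 1000 runs. None of the runs (0 of 1000) gave 79 or more. The simulations hold no variation between libraries beyond the sampling of reads. With every library drawn down to the smallest total, 72 IDs were specific to sBud. With sBud replicate 1 left out, the number was 46, and with replicate 3 left out it was 51.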

The greatest number of miRNAs were specifically expressed in buds (37 conserved miRNAs and 25 novel miRNAs). The fewest miRNAs were specifically expressed in stems (seven for conserved and seven for novel). 

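In the libraries labelled sS1, 78 IDs were counted in that tissue alone, and 40 of them carried a family name. A single count was behind 61 of these, the largest total was 4 counts, and 0 had at least 1 count in every sS1 library. Spreading the counts over the libraries by their totals gave 73.3 IDs on average, and 271 of 1000 runs gave as many as the 78 observed. The number for sS1 was therefore within what sampling of reads in proportion to the library totals gives. At equal depth it was 65, and with sS1 replicate 3 left out it was 47.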

A total of 20 miRNAs were specifically expressed in first leaves below buds, and 15 miRNAs were specifically expressed in second leaves below buds. 

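In the libraries labelled sL1, 50 IDs were counted in that tissue alone, of which 26 carried a family name, 36 had a single count and 0 were counted in every sL1 library. Those labelled sL2 held 91 such IDs, of which 46 carried a family name, 67 had a single count and 0 were counted in every sL2 library. No ID specific to sL1 or sL2 had more than 4 counts. The mean number expected from sampling was 49.0 for sL1, with as many as observed in 455 of 1000 runs, and 72.2 for sL2, with as many as observed in 5 of 1000 runs. At equal depth, 54 IDs were specific to sL1 and 74 to sL2. The number for sL1 was 31 without sL1 replicate 1 and 32 without replicate 2, and that for sL2 was 56 without sL2 replicate 3. Over the 4 tissues, 298 IDs were counted in a single tissue, and 224 of them (75.2%) had a single count.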

The numbers of miRNAs specifically expressed in different tissues are shown in Table S6.

### 3.6. Analysis of DEMs Involved in Leaf Development

Pairwise comparisons of DEMs (fold changes in expression greater than two and *p* ≤ 0.05) among sBud, sL1, sL2, and sS1 samples (Figure 3A) were conducted to identify miRNAs that play important roles in the development of XYMJ tea leaves. 

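For these comparisons, the 222 IDs with at least 10 counts over the 12 libraries were tested with the quasi-likelihood test of edgeR, with TMM normalization and all libraries in a single fit. A miRNA was taken as a DEM when its absolute log2 fold change was above 1 and its unadjusted p was below 0.05, and as upregulated when it was higher in the tissue named first. In 100 simulations of tissues without any difference, with the variation between replicates seen here, a comparison gave between 7.50 and 7.92 DEMs on average, so part of each number of DEMs is expected by chance. The directions below use the tissue labels as deposited. Across the 222 tested miRNAs, which are not independent replicates, the log2 counts of the libraries labelled sS1 and sL1 had a median Pearson correlation of 0.968 with each other (0.958 to 0.974). Libraries of the same tissue had medians of 0.968 to 0.973. The sS1 vs. sL1 comparison group had 16 DEMs (10 upregulated and 6 downregulated). With Benjamini-Hochberg adjustment 0 of them remained, the smallest adjusted p of edgeR being 0.0741, while 30 miRNAs had an unadjusted p below 0.05. This adjustment was the alternative that moved the number most. With library size as the only normalization, 9 were upregulated and 10 downregulated. The sS1 vs. sL2 comparison group had 92 DEMs (45 upregulated and 47 downregulated), of which 79 had an adjusted p below 0.05. Of all 222 tested miRNAs, the 3 libraries of a tissue all lay above the 3 of the other in 113 between sS1 and sL2 and in 36 between sS1 and sL1, and chance gives this for 10% of miRNAs. Scaled by library size alone, this comparison group had 33 upregulated and 52 downregulated DEMs. Fold changes against a tissue with at most 3 counts in every library are given as lower bounds. These are approximate where a library had 1 to 3 counts, since 3 is an upper limit for a count of 0 only. Named here are DEMs with an adjusted p below 0.05, at least 10 counts on average in the higher tissue, and libraries that do not overlap. For each comparison group that had any, they are the 3 with the largest fitted log2 fold changes. All had at most 3 counts in every library of 1 of the tissues. In sS1 vs. sL2 they were cas-MIR167_1-1, at 70.2 ± 29.3 CPM in sS1 (SD, n = 3) and 0 counts in all sL2 libraries, or at least 15.8-fold higher in sS1, cas-MIR156-14, at counts of 10, 51 and 25 in sL2 and 0 counts in all sS1 libraries, or at least 7.91-fold lower in sS1, and cas-MIR159-38, at 40.8 ± 20.3 CPM in sL2 and 0 counts in all sS1 libraries, or at least 7.60-fold lower in sS1 (adjusted p of edgeR = 5.69e-06, 0.000395 and 0.000724). With 1 library left out, which was chosen after seeing the data, these bounds fell to as low as 12.0-fold without sS1 replicate 3, 4.70-fold without sL2 replicate 2 and 5.78-fold without sL2 replicate 2.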

The numbers of DEMs between various tissues in XYMJ tea plants are summarized in Figure 3B,C. A total of 381 conserved miRNAs were obtained. Of these conserved miRNAs, 74 DEMs were identified in the sBud vs. sS1 comparison group (36 upregulated and 38 downregulated), and 19 DEMs were only detected in this comparison group. 

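In the deposited counts, the sBud vs. sS1 comparison group had 65 DEMs, 36 upregulated and 29 downregulated. An adjusted p below 0.05 was reached by 50 of them (26 upregulated and 24 downregulated). The sBud and sS1 libraries did not overlap in 91 of all 222 tested miRNAs, where 10% is expected by chance. Among the 3 comparison groups with the stem, 22 DEMs were found in this comparison group alone. With library size as the only normalization, 47 DEMs were upregulated and 23 downregulated. Among the DEMs chosen by the same rule, the largest fitted log2 fold changes belonged to cas-MIR156-14, cas-MIR396-14 and cas-MIR159-28. The first of these had 96.8 ± 24.7 CPM in sBud (SD, n = 3) and 0 counts in every sS1 library, and was at least 18.0-fold higher in sBud (adjusted p of edgeR = 0.000196). cas-MIR396-14 had 0 counts in every sBud library and 34.1 ± 13.6 CPM in sS1, and was at least 5.63-fold lower in sBud (adjusted p = 0.000452 from edgeR). cas-MIR159-28 had 42.1 ± 23.1 CPM in sBud and a single count over the sS1 libraries, and was at least 7.83-fold higher in sBud (adjusted p = 0.000536 from edgeR).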

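Between sBud and sL1, 43 DEMs were found, 22 upregulated and 21 downregulated in sBud. Of these, 28 had an adjusted p below 0.05 (17 upregulated and 11 downregulated). The libraries of both tissues did not overlap in 57 of all 222 tested miRNAs, against the 10% that chance gives. In 3 miRNAs, cas-MIR396-6, cas-MIR396-10 and cas-MIR399-8, named after their values were seen, no other comparison group gave a DEM, and simulations of unchanged tissues gave 2.63 such miRNAs on average. cas-MIR159-28 had 0 counts in every sL1 library and was at least 5.83-fold higher in sBud (adjusted p of edgeR = 0.000872). cas-MIR156-14 had counts of 2, 0 and 0 in sL1 and was at least 13.4-fold higher in sBud (adjusted p of edgeR = 0.000939). cas-MIR159-13 had 63.2 ± 9.96 CPM in sBud (SD, n = 3) and counts of 1, 3 and 1 in sL1 (adjusted p of edgeR = 0.00149). Set against the limit of 3 counts it was 8.75-fold higher in sBud, which is no strict lower bound for such counts. Its fitted log2 fold change was 3.96 (standard error 0.71).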

A total of 26 DEMs were identified in the sBud vs. sL1 comparison group (12 upregulated and 14 downregulated), and four DEMs were only detected in this comparison group. 

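In the sBud vs. sL2 comparison group, 96 DEMs were found, 44 upregulated and 52 downregulated. After adjustment, 86 of these stayed below 0.05 (40 upregulated and 46 downregulated). The sBud and sL2 libraries did not overlap in 113 of all 222 tested miRNAs, where chance gives 10%. In 9 of the 96, no other comparison group gave a DEM, against 2.71 on average in simulations of unchanged tissues. cas-MIR171_2-14 had 0 counts in every sBud library and 32.0 ± 19.6 CPM in sL2 (SD, n = 3), and was at least 5.29-fold lower in sBud (adjusted p of edgeR = 0.00144). cas-MIR396-14 had 22.7 ± 3.03 CPM in sL2 and was at least 3.75-fold lower in sBud (adjusted p of edgeR = 0.000551). cas-MIR167_1-1 had 22.5 ± 6.24 CPM in sBud and 0 counts in every sL2 library, and was at least 5.07-fold higher in sBud (adjusted p of edgeR = 6.83e-05).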

A total of 48 DEMs were identified in the sBud vs. sL2 comparison group (22 upregulated and 26 downregulated), and 15 DEMs were only detected in this comparison group (Figure 3B,C). We also identified 24 DEMs in the sBud vs. sL2 comparison group but only 3 DEMs in the sBud vs. sL1 comparison group (Figure S1A). However, few DEMs were identified in the sL1 vs. sL2 comparison group (six upregulated and three downregulated) (Figure S1B). 

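When both comparison groups were set beside each other, 67 miRNAs were DEMs in sBud vs. sL2 and not in sBud vs. sL1, and 14 were DEMs in sBud vs. sL1 and not in sBud vs. sL2. A further 29 were DEMs in both. Simulations of unchanged tissues compared with the same sBud libraries gave 5.94, 5.84 and 1.74 on average, with 11, 12 and 6 as the highest numbers in 100 runs.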

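In the deposited counts, the sL1 vs. sL2 comparison group had 90 DEMs, 43 upregulated and 47 downregulated, and 80 of them had an adjusted p below 0.05. The sL1 and sL2 libraries did not overlap in 118 of all 222 tested miRNAs, against 10% by chance. With every library drawn down to the smallest total, 92 DEMs were found. Scaled by library size alone, 39 were upregulated and 56 downregulated. The miRNAs named by the rule, which asks for libraries that do not overlap, were 3 csn-miR159 members with 0 counts in every sL1 library, cas-MIR159-38, cas-MIR159-25 at 37.2 ± 11.5 CPM in sL2 (SD, n = 3) and cas-MIR159-41 at 30.6 ± 3.25. These were at least 5.66-fold, 5.15-fold and 4.24-fold lower in sL1 (adjusted p of edgeR = 0.000990, 0.00173 and 0.000656). Since these are lower bounds, they do not rank the miRNAs by measured change. Larger fitted values with overlapping libraries were left aside. For cas-MIR159-2 and cas-MIR167_2-2, which were counted in both tissues, the fitted log2 fold changes were -5.67 and 6.65. For the DEMs that it counted in this comparison group, the paper proposes the similar external morphology of the first and second leaves as the reason for their number.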

Comparison of the XYMJ sequencing data against the Tieguanyin and CSS genome databases revealed 506 and 485 novel miRNAs, respectively (Table 2). We conducted a cluster analysis of the expression of all novel miRNAs to characterize the expression patterns of DEMs in different tissues of XYMJ tea plants. Known miRNAs were distinguished from novel miRNAs by the use of the two prefixes, ‘csn’ and ‘novel’, respectively, as has been performed in a previous study [30,32]. The suffixes ‘5p’ and ‘3p’ refer to the 5′ and 3′ arms of mature miRNA sequences. Cluster analysis of the data obtained from the comparison with each genomic database revealed nine clusters. The evolutionary relationships among each cluster of novel miRNAs were characterized. Single clusters contained novel miRNAs with the same expression profiles (Figure 3D,E).

Comparison of XYMJ unique reads to the Tieguanyin and CSS genome databases revealed 11 sequence-identical novel miRNAs in the tissues of XYMJ tea plants: novel-miR1952-5p, novel-miR1952-3p, novel-miR2171-3p, novel-miR2171-5p, novel-miR2361-5p, novel-miR2434-3p, novel-miR3308-5p, novel-miR3335-5p, novel-miR3562-5p, novel-miR3878-3p, and novel-miR4007-3p (Table S7). The sequences of these 11 novel miRNAs were the same in the different genomic databases. The 11 novel miRNAs were present on the same chromosome. These findings suggest that the sequences on this chromosome might be highly conserved across tea species. We thus conducted further studies of these 11 novel miRNAs. 

### 3.7. DEG Analysis

We constructed transcriptomic sequence libraries to characterize the expression profiles of DEGs in different XYMJ tea plant tissues. DEGs were identified using the following criteria: *p*-value ≤ 0.05 and |log_2_ fold change| ≥ 2. A total of 265 DEGs were identified in different XYMJ tea plant tissues (Figure S2). We also conducted a trend analysis of differentially expressed mRNAs. The DEGs were divided into different clusters according to their expression patterns. A total of nine clusters were revealed by the trend analysis of the data (Figure S3).

### 3.8. Validation of Gene Expression by qRT-PCR

Several DEMs in different tissues of XYMJ tea plants were identified using high-throughput sequencing. To evaluate the accuracy of the high-throughput sequencing data and characterize the expression patterns of miRNAs, we conducted qRT-PCR analyses of eight conserved DEMs (csn-miR159-2, csn-miR159-45, csn-miR162-2, csn-miR166-22, csn-miR167-2, csn-miR168-6, csn-miR319-2, and csn-miR319-9), nine novel DEMs (novel-miR1952-5p, novel-miR1952-3p, novel-miR2171-3p, novel-miR2361-5p, novel-miR2434-3p, novel-miR2989-5p, novel-miR3335-5p, novel-miR3562-5p, and novel-miR4007-3p), and three predicted target genes (*csnTCP2*, *csnMYB33*, and *csnMYB104*) (Figure 4). 

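Of the conserved miRNAs chosen for qRT-PCR, csn-miR166-22 and csn-miR168-6 each match a single ID of the sequencing data, whereas csn-miR162-2 and csn-miR167-2 each match 2 IDs, 1 in each of 2 subfamilies. cas-MIR162_2-2 had 44078 ± 4139 CPM in sBud (SD, n = 3), 35642 ± 8993 in sL1, 17944 ± 3563 in sL2 and 27790 ± 2325 in sS1. Its log2 fold change was 0.67 for sBud vs. sS1 and 0.31 for sBud vs. sL1, both below the threshold, and 1.30 for sBud vs. sL2 (standard error 0.20, adjusted p of edgeR = 0.000119). The other ID, cas-MIR162_1-2, had between 0 and 5 counts in a library. It was at least 1.38-fold higher in sBud than in sS1 and a DEM by the unadjusted p (adjusted p of edgeR = 0.0564), but not a DEM with DESeq2 or with no filter. Its sBud counts were 2, 4 and 5, so the lowest was itself within the limit of 3 counts. The bound was 1.14-fold without sBud replicate 2. cas-MIR166-22 had 22598 ± 2018 CPM in sBud, 12508 ± 2708 in sL1, 10082 ± 3111 in sL2 and 9238 ± 1502 in sS1. It was higher in sBud than in sS1 (log2 fold change 1.29, standard error 0.23, adjusted p of edgeR = 0.000778) and in sL2 (1.16, standard error 0.23, adjusted p of edgeR = 0.000967). Against sL1 its log2 fold change was 0.85, and it passed the threshold at 1.01 without sL1 replicate 3. cas-MIR167_2-2 had 5244 ± 405 CPM in sBud, 8060 ± 1614 in sL1, 80.1 ± 36.9 in sL2 and 8544 ± 3190 in sS1. Its difference was past the threshold for sBud vs. sL2 (log2 fold change 6.03, standard error 0.39, adjusted p of edgeR = 5.86e-08), but not for sBud vs. sS1 (-0.70) or sBud vs. sL1 (-0.62). cas-MIR167_1-2, the other match, had 79.7 ± 16.5 CPM in sBud, 41.1 ± 5.81 in sL1, 7.93 ± 3.60 in sL2 and 37.0 ± 11.4 in sS1, and was higher in sBud than in sS1 (1.11, standard error 0.38, adjusted p of edgeR = 0.0414) and in sL2 (3.29, standard error 0.43, adjusted p of edgeR = 2.84e-05). For sBud vs. sL1 its log2 fold change was 0.95, below the threshold, and it was past it at 1.13 without sBud replicate 1, at 1.04 without sL1 replicate 2 and at 1.04 with library size as the only normalization. cas-MIR168-6 had 4174 ± 780 CPM in sBud, 6419 ± 273 in sL1, 11030 ± 1362 in sL2 and 6876 ± 789 in sS1. It was lower in sBud than in sL2 (-1.40, standard error 0.18, adjusted p of edgeR = 2.76e-05), and its log2 fold changes against sS1 (-0.72, adjusted p of edgeR = 0.00806) and sL1 (-0.62, adjusted p of edgeR = 0.0269) were inside the threshold of 1. From the comparison of its sequencing data with qRT-PCR, the paper concludes that the sequencing data are reliable. The qRT-PCR values were not analysed here.

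**Figure D1:**
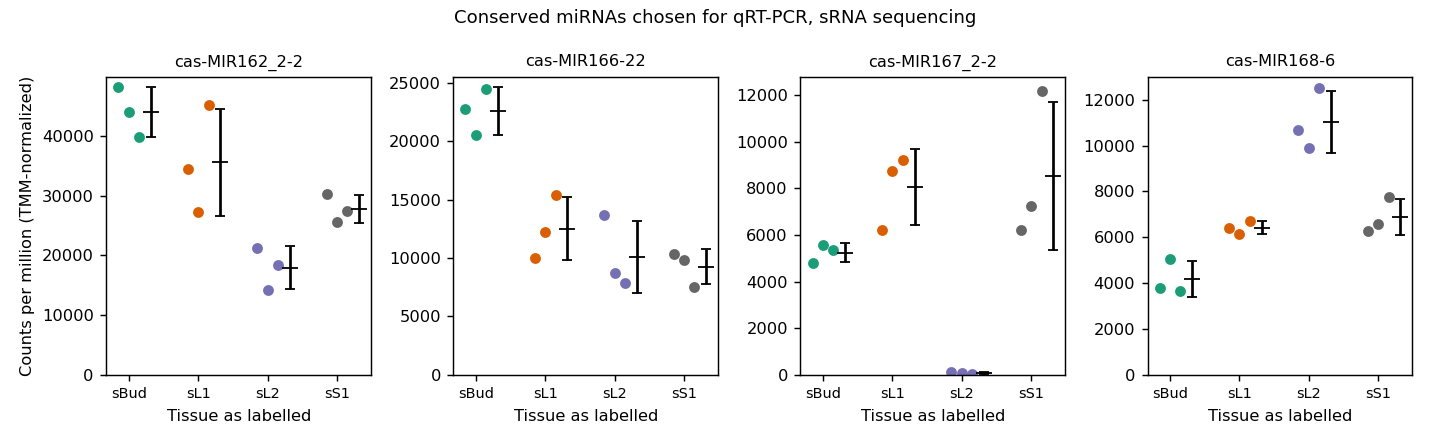
Normalized counts in CPM (linear axis from 0) of cas-MIR162_2-2, cas-MIR166-22, cas-MIR167_2-2 and cas-MIR168-6 in each of the 12 libraries, by tissue as labelled. Points are libraries, and bars give the mean and SD (n = 3). cas-MIR167_2-2 lies between 41.2 and 115 CPM in the libraries labelled sL2 and at 4792 or more in the others.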

The expression patterns of the miRNAs determined using high-throughput sequencing and qRT-PCR analyses were consistent. This indicates that the high-throughput sequencing data were robust and could be used to characterize the expression of miRNAs in the four libraries. According to the qRT-PCR analysis, the expression levels of three miRNAs (csn-miR167-2, csn-miR168-6, and novel-miR3562-5p) were higher in sBud than in sL1, sL2, and sS1. Four miRNAs (csn-miR159-2, csn-miR159-45, csn-miR319-2, and csn-miR319-9) were specifically expressed in sL1 and sL2. Three miRNAs (csn-miR162-2, csn-miR166-22, and novel-miR2171-3p) were specifically expressed in sS1, three miRNAs (csn-miR319-2, novel-miR1952-5p, and novel-miR3335-5p) were specifically expressed in sL1, and one miRNA (novel-miR4007-3p) were specifically expressed in sL2 (Figure 4). We used *U6* to confirm the patterns revealed by the miRNA expression analysis in different plant tissues. Our results indicated that the expression patterns of miRNAs for the two reference genes were consistent (Figure S4). Overall, our qRT-PCR data of the selected miRNAs indicated that the high-throughput sequencing data in the four libraries were reliable and accurate.

### 3.9. GO and KEGG Analyses 

GO and KEGG analyses were conducted to clarify the roles of DEMs in regulating leaf development in XYMJ tea plants. GO terms in the following three categories were assigned to DEMs to characterize their functions: molecular function, biological process, and cellular component (Figure 5A,C,E; Table S8). A total of 1289, 305, and 189 GO terms were obtained in the biological process, molecular function, and cellular component categories, respectively. We analyzed the 10 most enriched GO terms. A total of 5339, 1325, and 1558 genes were enriched in GO terms in the biological process, cellular component, and molecular function categories, respectively. The greatest number of DEGs were enriched in GO terms in the biological process category (Table S8). 

KEGG analysis was conducted to characterize associations between the targets of DEMs and specific biological processes; the 20 most enriched pathways were identified (Figure 5B,D,F; Table S9). The three most enriched KEGG pathways were glycerolipid metabolism, fatty acid degradation, and phenylpropanoid biosynthesis for the sBud vs. sS1 comparison group; RNA polymerase, C5-branched dibasic acid metabolism, and ascorbate and aldarate metabolism were the most enriched KEGG pathways for the sBud vs. sL1 comparison group; and C5-branched dibasic acid metabolism, aminoacyl-tRNA biosynthesis, and MAPK signaling pathway were the most enriched pathways for the sBud vs. sL2 comparison group (Figure 5B,D,F). The most enriched pathway in the sBud vs. sL1 and sBud vs. sL2 comparison groups was plant hormone signal transduction, indicating that this process plays a key role in the development of the leaves of XYMJ tea plants (Figure 5D,F). Limonene and pinene degradation was also highly enriched in the sBud vs. sS1 and sBud vs. sL2 comparison groups (Figure 5B,F). In the sL1 vs. sL2 comparison group, the MAPK signaling pathway and amino acid metabolism were highly enriched. Furthermore, the caffeine metabolism pathways were enriched in the sL1 vs. sL2 comparison group (Figure S1C). The enrichment of amino acid metabolism (including alanine, tyrosine, arginine, and proline metabolism) in all groups suggests that these pathways play key roles in the development of the leaves of XYMJ tea plants (Figure 5B,D,F). These findings suggest that specific miRNAs might play critically important roles in amino acid metabolism. 

### 3.10. Key DEMs Involved in Leaf Growth and Development

We analyzed miRNA expression to identify miRNAs that play a role in regulating the growth and development of the leaves. GO and KEGG analysis revealed 15 miRNAs that play a role in the development of the leaves of XYMJ tea plants. The expression patterns of 15 miRNAs, including 11 conserved and 4 novel miRNAs, as well as their target genes, are shown in Table 3. 

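Of the conserved miRNAs of Table 3, cas-MIR156-14, cas-MIR156-26 and cas-MIR160-2 had the following values. cas-MIR156-14 had counts of 10, 51 and 25 in the libraries labelled sL2, or 42.5 ± 31.6 CPM (SD, n = 3). Its log2 fold change for sBud vs. sL2 was 1.18 (standard error 0.60, adjusted p of edgeR = 0.136), short of the threshold on the unadjusted p. The call changed with the setting: it was a DEM with limma-voom (1.41), with the replicate number as a block (1.32), with no filter (1.18), with IDs counted in at least 2 libraries (1.24, chosen after seeing the data) and, at 2.02, with sL2 replicate 2 left out. cas-MIR156-26 had 69.1 ± 39.7 CPM in sBud, 112 ± 10.6 in sL1, 159.5 ± 31.0 in sL2 and 174 ± 32.1 in sS1. It was lower in sBud than in sS1 (log2 fold change -1.34, standard error 0.38, adjusted p of edgeR = 0.0160) and in sL2 (-1.22, standard error 0.38, adjusted p of edgeR = 0.0165), while sBud vs. sL1 gave -0.71. Single libraries decided 2 of these calls. Without sBud replicate 2 the value for sBud vs. sL1 was past the threshold at -1.26, and the value for sBud vs. sL2 was -0.87 without sBud replicate 3 and -0.96 without sL2 replicate 2, inside the threshold. cas-MIR160-2 had 820.3 ± 252 CPM in sBud, 367 ± 108 in sL1, 218 ± 12.5 in sL2 and 215 ± 51.9 in sS1. It was higher in sBud than in sS1 (log2 fold change 1.93, standard error 0.32, adjusted p of edgeR = 0.000452), in sL2 (1.91, standard error 0.32, adjusted p of edgeR = 0.000264) and in sL1 (1.16, standard error 0.31, adjusted p of edgeR = 0.0200). The last of these fell inside the threshold without sBud replicate 3 (0.87) and without sL1 replicate 2 (0.92). The target genes were not analysed here.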

A total of 22 csn-miR167 family members and 7 csn-miR319 family numbers exhibited the same expression patterns in different tissues in XYMJ tea plants (Table 3 and Table S4). 

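Of the 24 listed csn-miR167 IDs, 13 had enough counts to be tested. Against sS1, 10 of these 13 had a fitted value lower in sBud and 3 a higher one. Against sL1, 11 were lower in sBud and 2 higher, and against sL2, 11 were higher in sBud, 1 was lower and 1 had 0 counts in both tissues. The majority direction in all 3 comparison groups was shared by 8 of the 13, by 7 with library size as the only normalization, and by 5 of the 9 members with at least 10 counts on average. Summed over the MIR167_2 subfamily, the log2 fold change was -1.28 for sBud vs. sS1 (standard error 0.37, adjusted p of edgeR = 0.0100), -0.66 for sBud vs. sL1 (standard error 0.37, adjusted p of edgeR = 0.241) and 2.71 for sBud vs. sL2 (standard error 0.39, adjusted p of edgeR = 2.32e-05), with the same signs under library size only and without the 5 most abundant miRNAs. For MIR167_2 in sBud vs. sL1, library size only gave -0.84 (adjusted p of edgeR = 0.00712). Without the 5 most abundant miRNAs, the value was -0.92 (adjusted p of edgeR = 0.00983). Both were inside the threshold of 1, so whether the adjusted p was below 0.05 depended on the scaling. Summed over MIR167_1, the log2 fold changes were 0.05, 0.26 and 0.87, none past the threshold. The first and second of these were -0.07 and -0.04 without the 5 most abundant miRNAs. Of the 9 listed csn-miR319 IDs, 8 were tested. Against sS1, 6 of them had a higher fitted value in sBud and 2 a lower one. Against sL1, 6 were higher, and the other 2 had 0 counts in both tissues. All 8 were lower in sBud than in sL2. The majority direction was shared by 6 of the 8, and by all 3 members with at least 10 counts on average. Several of the other members lie near the limit of 3 counts in sBud, sL1 and sS1, so the direction of their fitted values there is uncertain. Reads of closely related members could have been counted on each other's IDs.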

### 3.11. Expression Analysis of miRNAs and Their Target mRNAs

The target genes of the DEMs were predicted to characterize the regulatory roles of miRNAs in the growth and development of the leaves of XYMJ tea plants. A total of 265 target DEGs were identified across all comparison groups (Figure S2). Next, we analyzed the predicted target DEGs of the DEMs to construct the regulatory network of miRNAs and mRNAs involved in the growth and development of the leaves. Correlation analyses were conducted to characterize the degree of involvement of the miRNAs in leaf growth and development. A total of 97 miRNA–mRNA pairs involved in the growth and development of the leaves were identified (Figure 6). Members of the csn-miR159, csn-miR319, csn-miR396, csn-miR167, and csn-miR171 families were the most highly connected conserved miRNAs. The relationships of the other conserved miRNAs in the network were relatively simple (Figure 6). 

## 4. Discussion

### 4.1. miRNAs Involved in the Development of the Leaves of XYMJ Tea Plants Were Expressed in Different Tissues and Developmental Stages

Processes related to the division, growth, and differentiation of cells that mediate the formation of complex tissues or organs such as leaves have been examined in several previous studies [39,40,41]. Leaves are derived from the shoot apical meristem, which is a group of stem cells located at the top of the shoot [42]. miRNAs are the main regulators of the expression of genes in plants, including leaf development, and they achieve their regulatory effects by mediating the cleavage of their target mRNAs or repressing their translation. Given that the leaves are the most economically valuable parts of tea plants, much effort has been made to enhance the growth and development of tea leaves. Here, we studied the functions of conserved miRNAs and compared XYMJ sequencing data against miRNA reference databases. We identified a total of 381 conserved miRNAs in XYMJ tea plants (Table 2). We also identified a few novel miRNAs by comparing the XYMJ sequencing data against the Arabidopsis genome database and XYMJ transcriptome. We compared the XYMJ sequencing data with the genomes of closely related species, including the Tieguanyin genome and CSS genome databases, and a total of 506 and 485 novel miRNAs were identified, respectively (Table 2). In addition, we compared the XYMJ sequencing data with the latest Arabidopsis genome database (TAIR11) (Table 2). More target genes of the miRNAs were obtained using the more complete version of the genome. These findings indicate that the conserved miRNA families present in XYMJ tea plants were also present in closely related plant species; this suggests that the functions of these miRNAs might be conserved in related plant species. Generally, a refined reference genome and annotation information can be used for the identification of miRNAs in species without reference genomes. Additional work is needed to identify novel miRNAs in XYMJ tea. 

Different miRNAs were identified in the sL1, sL2, and sBud samples, indicating that several different miRNAs play complementary roles in mediating the development of the leaves and buds. For example, both csn-miR167-2 and csn-miR168-6 were specifically expressed in the buds, and their expression levels were higher in sL1 than in sL2, suggesting that they might play a role in leaf elongation growth (Figure 4). 

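The differences between tissues were also seen over all tested miRNAs at once. In a principal component analysis of the log2 normalized counts, the first component took 52.9% of the variance and the second 20.7%. The libraries labelled sL2 lay between 16.5 and 20.4 on the first component, and all other libraries between -9.43 and -2.81. On the second component, sBud lay between 8.53 and 12.5, sL1 between -4.32 and -0.63, and sS1 between -8.43 and -6.80. Across the tested miRNAs, sBud had a median correlation of 0.942 with sL1 and of 0.920 with sS1. The libraries labelled sL2 had medians of 0.842 with sL1, 0.865 with sBud and 0.868 with sS1.

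**Figure D2:**
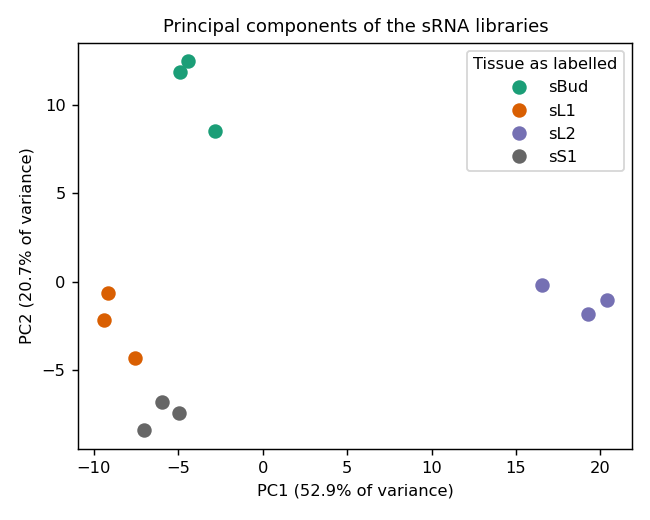
First and second principal component of the log2 normalized counts of the 222 tested miRNAs, with 1 point per library and colours for the tissue as labelled. The sL2 libraries lie apart on the first component, at 16.5 to 20.4.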

The expression patterns of miRNAs in the different tissues of XYMJ tea plants varied. Differences in expression patterns were only observed between sS1 and sL1 in four miRNAs; differences in expression patterns were only observed between sS1 and sBud in 19 miRNAs; and differences in expression patterns were only observed between sS1 and sL2 in 16 miRNAs. The expression patterns of 43 miRNAs were the same across these three comparison groups (Figure 3B). 

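In the deposited counts, 5 miRNAs were DEMs in all 3 comparison groups with the stem. They were cas-MIR159-14, cas-MIR167_1-1, cas-MIR171_2-6, cas-MIR394-2 and cas-MIR398-3, named after their values were seen. The last of these rests on a single library, with counts of 0, 60 and 0 in sS1 and at most 1 count in any other library. In cas-MIR159-14 and cas-MIR394-2 the sS1 and sL1 libraries overlapped. In simulations of unchanged tissues that share the stem libraries, 0.71 miRNAs on average and at most 4 in 100 runs were DEMs in all 3. The number ranged from 0 with adjusted p to 8 with library size only, and sS1 replicate 2 decided part of it, as 10 were found without this library. Without sL1 replicate 1 it was 3, and without sL1 replicate 2 it was 8. A further 7 miRNAs were DEMs in sBud vs. sS1 and sS1 vs. sL1 alone, 31 in sBud vs. sS1 and sS1 vs. sL2 alone, and 3 (cas-MIR171_1-17, cas-MIR171_2-12 and cas-MIR319-5, named likewise) in sS1 vs. sL1 and sS1 vs. sL2 alone. The sS1 vs. sL2 comparison group had 53 DEMs not found in the other two, and sS1 vs. sL1 had 1, cas-MIR166-11, also named after its value was seen. In the simulations, 4.88 and 5.23 DEMs on average were found in these comparison groups alone.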

We also identified 24 DEMs in the sBud vs. sL2 comparison group but only 3 DEMs in the sBud vs. sL1 comparison group (Figure S1A). Few DEMs were identified in the sL1 vs. sL2 comparison group (six upregulated and three downregulated) (Figure S1B). This might stem from the fact that sL1 and sL2 are more similar in external morphology. GO and KEGG analyses revealed that the MAPK signaling pathway and amino acid metabolism were highly enriched in the sL1 vs. sL2 comparison group. Caffeine metabolism pathways were enriched in the sL1 vs. sL2 comparison group (Figure S1C). Single clusters revealed that the target genes of mRNAs in different samples had different expression profiles (Figure S1D). This result is consistent with the miRNAs observed within a single variety of tea, especially in the first and second leaves. Other miRNAs were not included in these trends either because their expression patterns did not match the above patterns or because differences in their expression among developmental stages were not significant (*p*-value ≤ 0.05 and |log_2_ fold change| ≥ 2). The expression patterns observed in XYMJ tea plants were similar to those observed in ‘Pingyang Tezaocha’ tea [7]. 

Few studies have identified novel miRNAs and characterized their functions. To confirm the novel miRNAs identified in our study, we compared the unique reads of XYMJ tea plants with the Tieguanyin genome and CSS genome databases. A total of 11 identical novel miRNAs were identified (Table S7). These 11 identical novel miRNAs exhibited different expression patterns in different tissues of XYMJ tea plants. Three novel miRNAs (novel-miR3308-5p, novel-miR3335-5p, and novel-miR3562-5p) were highly expressed in the sBud, sL1, and sS1 samples; two novel miRNAs were only expressed in one tissue (novel-miR2171-5p expressed in sL1 and novel-miR3878-3p expressed in sL2); and the expression patterns of the remaining novel miRNAs varied among the four samples (Figure 4, Table S7). The sequences of these 11 novel miRNAs are the same in the Tieguanyin genome and CSS genome databases. The 11 novel miRNAs were clustered on the same chromosome. These findings indicate that the relevant sequence information on this chromosome might be highly conserved across different tea species. However, the regulatory mechanisms of these novel miRNAs in plants remain unclear.

In our study, the number of miRNAs that were specifically expressed in the buds was the highest among all miRNAs showing tissue-specific expression, and a total of 37 conserved miRNAs and 25 novel miRNAs with bud-specific expression were detected (Table S6). This high percentage of miRNAs with bud-specific expression indicates that the number of miRNAs regulating mRNAs increases with development, especially in the bud (Figure 3, Table S6). These expression patterns in XYMJ tea plants are consistent with those that have been documented in ‘Pingyang Tezaocha’ tea [7], ‘Yunkang 10’ tea [31], and ‘Fuding dabai’ tea [35]. 

### 4.2. Differentially Expressed Transcription Factors (TFs) Involved in the Development of the Leaves of XYMJ Tea Plants

Complex gene regulatory systems have evolved in higher plants to mediate various developmental processes, and miRNAs and TF are two well-studied sets of regulatory factors that play key roles at the transcriptional and posttranscriptional levels, respectively [43,44]. TFs are known to play important roles in the growth and development of the leaves of tea plants [45], secondary metabolism [8,46], and responses to biotic and abiotic stress [47,48]. For example, miR319 and the TCP gene family are involved in regulating leaf development [16]. TCP plays a key role in regulating plant growth, development, and senescence via the jasmonic acid synthesis pathway [49]. MYB TFs play important yet diverse roles in regulating leaf and stem development, secondary metabolite biosynthesis, and responses to environmental stress in tea plants [20]. In our study, a BLAST search of all the predicted target mRNAs against the PlantTFDB (http://planttfdb.cbi.pku.edu.cn/, version 4.0, 1 July 2023) was conducted to identify potential TFs. Several DEGs encoding members of TF families, including the MYB, bHLH, ERF, TCP, NAC, bZIP, and WRKY TF families, were identified based on the substantial differences in their expression among tissues in XYMJ tea plants (Figure S5). We identified a total of 579 MYB and 796 MYB-related genes (12.71%) that were differentially expressed in different tissues of XYMJ tea plants (Figure S5). The second largest group of TFs was the bHLH TFs (10.2%), followed by the ERF TFs (7.00%), NAC TFs (6.26%), WRKY TFs (4.20%), bZIP TFs (3.67%), and TCP TFs (2.53%). 

### 4.3. Network of miRNAs and mRNAs Involved in Regulating Leaf Development in XYMJ Tea Plants

miRNAs in plants regulate the expression of genes involved in tissue differentiation, embryonic development, and responses to environmental factors and stress [50]. Tea trees have been subjected to thousands of years of artificial selection, and at least 246 cultivars with major differences in morphology and physiology have been developed. XYMJ tea was first produced in the Dabie Mountains of Xinyang, Henan Province, China; it has thin, round, and straight leaves with a conspicuous gloss, hairy tip, and rich pekoe flavor. These are some of the characteristics used to distinguish among and breed new cultivars. Plant growth and development are accompanied by morphogenesis, and various regulators, such as sRNAs and TFs, might play important roles in both biological processes simultaneously. 

We analyzed the regulatory network of miRNA families and their target genes. A total of 97 miRNA–mRNA pairs were identified in the tissues of XYMJ tea plants. In these regulatory networks, members of the csn-miR159, csn-miR319, csn-miR396, csn-miR167, and csn-miR171 families were the most highly expressed (Figure 6, Table S5). 

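Averaged over the 12 deposited libraries, csn-miR166 made up 41.4% of the counts, csn-miR159 40.5% and csn-miR396 5.56%. Of the first and second of these, csn-miR159 was higher in sBud and sL2 and csn-miR166 in sL1 and sS1. csn-miR167 was at rank 5 with 1.49%, csn-miR171 at rank 9 with 0.457% and csn-miR319 at rank 18 with 0.0491%. Of the 17 family names with a mean share of at least 0.1%, 12 differed between tissues after Benjamini-Hochberg adjustment (exact permutation test of the F statistic, two-sided). Since the shares of a library sum to 100%, a rise in an abundant family lowers the others. When csn-miR166 was left out of the total, MIR403 reached the minimum share in its place, and of the 16 family names in both totals, 11 differed in all counts and 13 without csn-miR166. csn-miR396 made up 1.47 ± 0.308% in sBud (SD, n = 3), 6.05 ± 3.00% in sL1, 4.82 ± 0.511% in sL2 and 9.90 ± 1.17% in sS1 (exact permutation test, p = 0.00201). csn-miR167 made up 1.15 ± 0.0975% in sBud, 2.03 ± 0.269% in sL1, 0.167 ± 0.0282% in sL2 and 2.59 ± 0.590% in sS1 (exact permutation test, p = 0.000130). csn-miR319 made up 0.0395 ± 0.00331% in sBud, 0.00403 ± 0.00173% in sL1, 0.146 ± 0.0114% in sL2 and 0.00721 ± 0.00258% in sS1 (exact permutation test, p = 0.000195). The share of csn-miR171, from 0.350% in sL2 to 0.526% in sL1, did not differ detectably between tissues when taken of all miRNA counts (exact permutation test, p = 0.0660). Of the counts without csn-miR166, its subfamily MIR171_2 made up 0.482% in sL2 and between 0.741% and 0.883% in the other tissues, and differed (exact permutation test, p = 0.00597). The test of edgeR on counts summed per family, of which 42 were tested, gave 17 families past the DEM threshold in sBud vs. sS1, 11 in sBud vs. sL1, 17 in sBud vs. sL2, 10 in sL1 vs. sL2, 4 in sS1 vs. sL1 and 10 in sS1 vs. sL2. With adjusted p, these numbers were 16, 6, 16, 7, 0 and 7. Summed csn-miR396 was lower in sBud than in sS1 (log2 fold change -2.82, standard error 0.42, adjusted p of edgeR = 7.66e-05), sL1 (-1.89, standard error 0.41, adjusted p of edgeR = 0.00354) and sL2 (-1.85, standard error 0.41, adjusted p of edgeR = 0.00155), with the same sign under library size only and without the 5 most abundant miRNAs. The targets of the regulatory network were not analysed here.

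**Figure D3:**
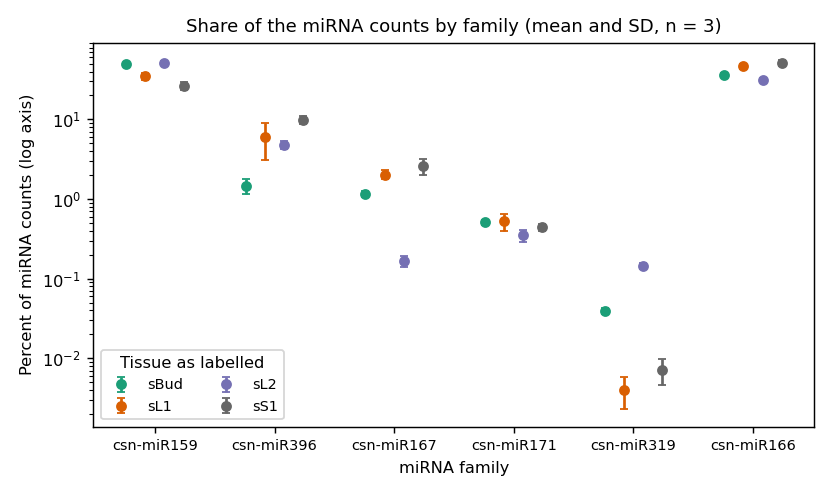
Share of the miRNA counts (percent, log axis) taken by 6 families in each tissue as labelled, as mean and SD over 3 libraries. csn-miR166 and csn-miR159 lie between 26.5% and 51.5% in every tissue, and csn-miR319 between 0.00403% and 0.146%.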

Generally, plant miRNAs might have diverse functions in complex regulatory networks; the main role of miRNAs is to suppress the expression of target genes [51]. Previous studies have suggested that the miR319 and *TCP* gene families are involved in regulating leaf development in Arabidopsis and Shuchazao tea [16,31]. In our study, the csn-miR319 family contained nine subgroups and 54 miRNAs. The csn-miR319-2 subgroup contained five miRNA members associated with five *TCP* genes (*TCP2*, *TCP3*, *TCP4*, *TCP10*, and *TCP24*) (Table S10). Tissue-specific expression analysis revealed that the nine csn-miR319 subgroups contained 54 members with the same expression patterns in different tissues in XYMJ tea plants (Table 3 and Table S10). 

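cas-MIR319-2 had counts of 10, 10 and 13 in the libraries labelled sL2, 2, 0 and 0 in sS1, and 0 in every sBud and sL1 library. It was at least 2.68-fold lower in sBud than in sL2 (adjusted p of edgeR = 0.00396). It was also at least 2.25-fold lower in sL1 and at least 3.02-fold lower in sS1 than in sL2. No fold change is given for sBud vs. sS1 and sBud vs. sL1, because all these libraries are at or below the limit of 3 counts. cas-MIR319-9 had counts of 32, 24 and 40 in sL2, or 47.1 ± 10.3 CPM (SD, n = 3), and at most 3 counts in every other library. Set against the limit of 3 counts, it was 7.78-fold lower in sBud, 6.52-fold lower in sL1 and 8.76-fold lower in sS1 than in sL2 (adjusted p of edgeR = 0.000967, 0.000168 and 0.000503). Some of these libraries had 1 to 3 counts, for which 3 is no upper limit, so these folds are not strict lower bounds. The fitted log2 fold changes were -3.53 for sBud vs. sL2 (standard error 0.69), -5.52 for sL1 vs. sL2 (standard error 0.89) and -3.93 for sS1 vs. sL2 (standard error 0.70). Summed over the csn-miR319 IDs, the log2 fold change was 2.37 for sBud vs. sS1 (standard error 0.47, adjusted p of edgeR = 0.000742), 3.41 for sBud vs. sL1 (standard error 0.50, adjusted p of edgeR = 6.68e-05) and -2.03 for sBud vs. sL2 (standard error 0.46, adjusted p of edgeR = 0.00155). These signs were the same with library size only and without the 5 most abundant miRNAs. Because the authors' alignment allowed up to 2 mismatches, reads of the far more abundant csn-miR159 could have been counted on csn-miR319 IDs where the sequences are close. Per 1000 csn-miR159 counts, csn-miR319 had 0.801 in sBud, 0.120 in sL1, 2.83 in sL2 and 0.270 in sS1. This ratio varied between tissues (exact permutation test, chosen after seeing the data, p = 6.49e-05). Per 1000 counts of csn-miR159-2 alone, csn-miR319 had 13.2 in sBud, 11.6 in sL1, 7.40 in sL2 and 17.8 in sS1. This second ratio varied less (exact permutation test, also chosen after seeing the data, p = 0.0216). Both ratios argue against a constant share of such reads as the whole cause, while a part stays open.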

We also verified the expression of csn-miR319-2 and its target gene *TCP2* using qRT-PCR. Our findings suggested that the expression of csn-miR319-2 was upregulated in sBud/sS1 and downregulated in sBud/sL1 and sBud/sL2. The expression of its target gene *TCP2* was downregulated in sBud/sS1 and upregulated in sBud/sL1 and sBud/sL2 (Figure 4). These findings indicate that *TCP2* might be a target gene of csn-miR319-2 and involved in the regulation of leaf development in XYMJ tea. The expression patterns of csn-miR319-2 and *TCP2* in XYMJ tea were not consistent with those previously observed in ‘Pingyang Tezaocha’ tea [7]. This might stem from differences in these varieties. These findings indicate that miR319 and its target *TCP* genes play key roles in leaf development. 

The functional roles of the miR159–MYB pathway in plant development have been studied in several plant species, such as Arabidopsis [51], rice [52], and wheat [53]. 

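The csn-miR159 family made up 49.3 ± 1.34% of the miRNA counts in sBud (SD, n = 3), 34.6 ± 3.41% in sL1, 51.5 ± 2.10% in sL2 and 26.5 ± 2.98% in sS1, and the tissues differed by more than the spread between replicates (exact permutation test of the F statistic, two-sided, p = 0.000130). A single member, cas-MIR159-1, held 31.9% of all counts. Of the 31 tested members, 27 had a fitted value higher in sBud than in sS1 and 28 higher in sBud than in sL1, while 19 were lower in sBud than in sL2 and 12 higher. The majority direction in all 3 comparison groups was shared by 15 of them. Summed over the family, the log2 fold change was 0.80 for sBud vs. sS1 (standard error 0.28, adjusted p of edgeR = 0.0298), 0.69 for sBud vs. sL1 (standard error 0.28, adjusted p of edgeR = 0.103) and -0.23 for sBud vs. sL2 (standard error 0.28, adjusted p of edgeR = 0.551), each inside the threshold of 1. The signs were the same with library size only and without the 5 most abundant miRNAs, which was chosen after seeing the data and put sBud vs. sL2 past the threshold at -1.25. With joined subfamilies, also chosen after seeing the data, the values were 0.43 (adjusted p of edgeR = 0.181), 0.38 (adjusted p of edgeR = 0.366) and -0.69 (adjusted p of edgeR = 0.0393), so which of these comparison groups had an adjusted p below 0.05 depended on the normalization and on the families in the fit. Target genes were not analysed here.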

In our study, csn-miR159 was the largest family and contained the most target genes. The csn-miR159 family contained 43 miRNA members, which were associated with six *MYB* genes (Figure 6 and Figure S6). We verified the miRNA and mRNA expression patterns of the two groups of miR159–MYBs. The expression of csn-miR159-2 and csn-miR159-45 was upregulated in sBud/sS1 and downregulated in sBud/sL1, and sBud/sL2. The expression of their target genes *MYB33* and *MYB104* was downregulated in sBud/sS1 and upregulated in sBud/sL1 and sBud/sL2 (Figure 4, Table S5). These findings were consistent with the high-throughput sequencing data. These results provide new insights into the molecular mechanisms underlying leaf development in XYMJ tea plants. 

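In the deposited counts, cas-MIR159-2 had 30507 ± 8302 CPM in sBud (SD, n = 3), 3515 ± 775 in sL1, 179104 ± 16648 in sL2 and 4379 ± 1204 in sS1. It was higher in sBud than in sS1 (log2 fold change 2.80, standard error 0.25, adjusted p of edgeR = 5.29e-06) and in sL1 (3.12, standard error 0.26, adjusted p of edgeR = 1.82e-06), and lower in sBud than in sL2 (-2.55, standard error 0.25, adjusted p of edgeR = 1.83e-06). cas-MIR159-45 had 88.2 ± 27.9 CPM in sBud, 78.0 ± 25.9 in sL1, 2298 ± 1389 in sL2 and 50.3 ± 30.0 in sS1. It was lower in sBud than in sL2 (-4.71, standard error 0.61, adjusted p of edgeR = 2.76e-05). Its log2 fold changes for sBud vs. sS1 (0.80, adjusted p of edgeR = 0.320) and sBud vs. sL1 (0.18, adjusted p of edgeR = 0.889) were within the spread between replicates, and the second changed its sign, to -0.04, without sBud replicate 2. Reads of closely related csn-miR159 members could have been counted on either ID.

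**Figure D4:**
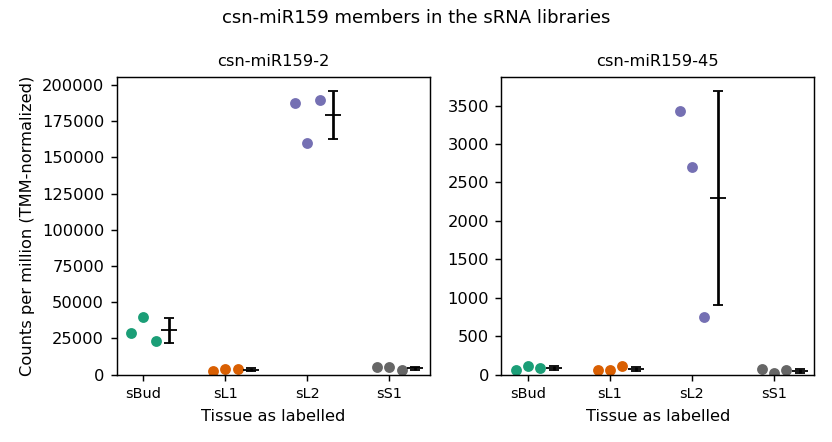
Normalized counts in CPM (linear axis from 0) of csn-miR159-2 and csn-miR159-45 in each of the 12 libraries, by tissue as labelled, with the mean and SD of each tissue (n = 3). The sL2 libraries lie between 159922 and 189778 for csn-miR159-2 and between 749.8 and 3437 for csn-miR159-45, above every library of the other tissues.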

Some novel miRNAs were identified in the tissues of XYMJ tea plants. The abundance of miRNAs, including novel miRNAs such as novel-miR3562-5p, novel-miR4007-3p, and novel-miR3335-5p, was higher in leaves than in the stem (Figure 4). These findings are consistent with the results of previous studies of ‘Pingyang Tezaocha’ tea [7]. In subsequent studies, we aim to explore the molecular mechanisms by which novel miRNAs regulate leaf development in XYMJ green tea.

## 5. Conclusions

We used RNA-seq and transcriptomic analyses to identify mRNAs and miRNAs in different plant tissues. We identified several conserved and novel miRNAs and their putative targets that might regulate the development of XYMJ leaves. GO and KEGG analyses indicated that specific miRNAs might play key roles in amino acid metabolism. Correlation analyses revealed 97 miRNA–mRNA pairs involved in the growth and development of the leaves in XYMJ green tea. The csn-miR319-2/csnTCP2 and miR159–csnMYB modules were involved in leaf development in XYMJ green tea. We plan to characterize the function of the csn-miR319-2/TCP2 and miR159–MYB modules in future studies. Clarification of the relationships between sRNAs can enhance the efficiency with which superior cultivars with higher quality could be bred.

## Figures and Tables

**Figure 1:**
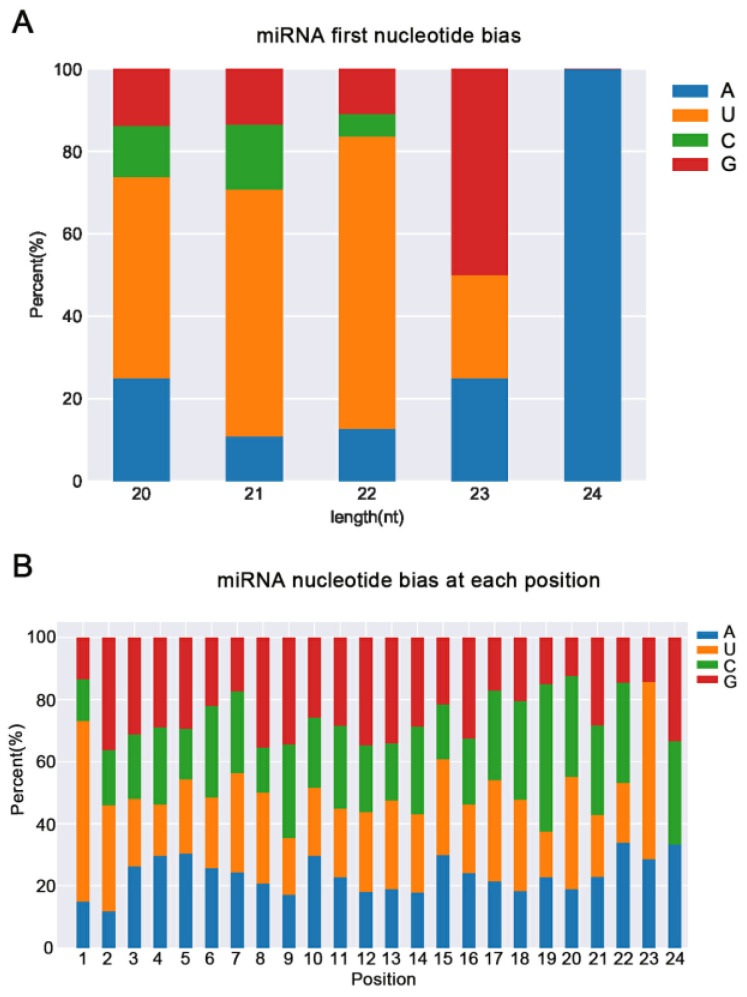
Nucleotide bias at all positions in conserved miRNAs in XYMJ tea plants. (**A**) The nucleotide bias of known miRNAs at the first position in XYMJ tea plants. (**B**) The frequency of A, U, C, and G of known miRNAs at each position. The X-axis shows miRNA nucleotide positions; the Y-axis shows the percentage of each nucleotide at each nucleotide position. Green, brown, blue, and pink correspond to A, U, C, and G, respectively.

**Figure 2:**
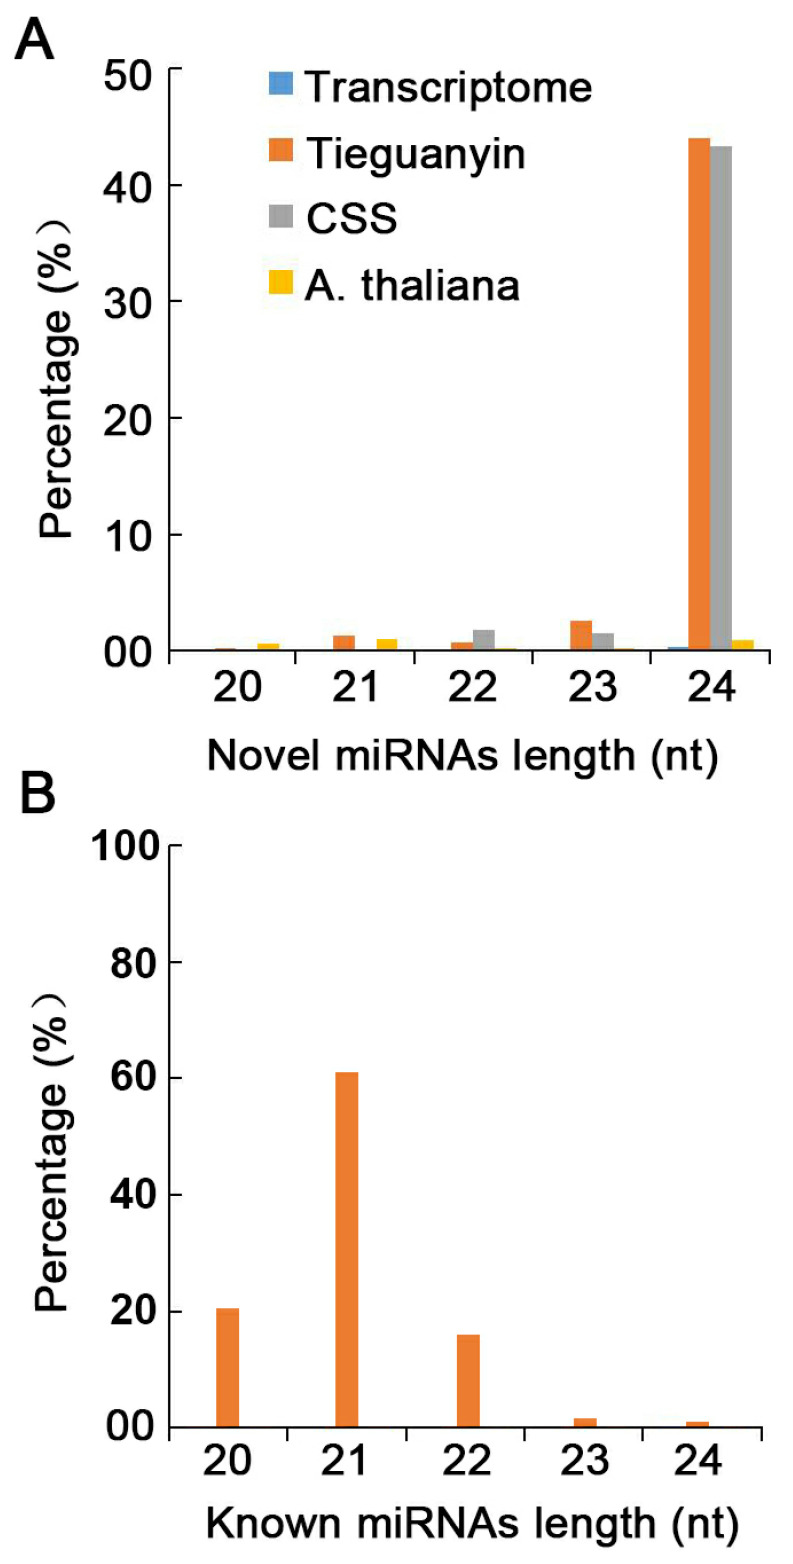
Distributions of miRNA of different sizes in XYMJ tea plants. (**A**) Distribution of novel miRNAs in four databases. (**B**) Distribution of known miRNAs of different lengths.

**Figure 3:**
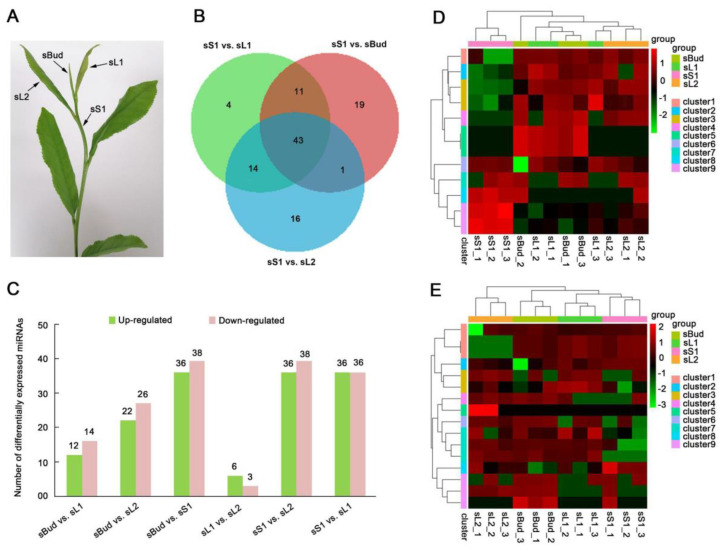
DEMs in different tissues. (**A**) Image showing the sBud, sL1, sL2, and sS1 samples that were collected. (**B**) Venn diagram showing the DEMs identified in each comparison group in XYMJ tea plants. (**C**) Number of upregulated and downregulated DEMs in each comparison group. Heat map of novel miRNAs in XYMJ tea plants showing differential expression among tissues compared with the CSS (**D**) and Tieguanyin (**E**) genome databases. Red indicates high miRNA expression, and green indicates low miRNA expression. miRNAs in the same cluster show similar expression patterns.

**Figure 4:**
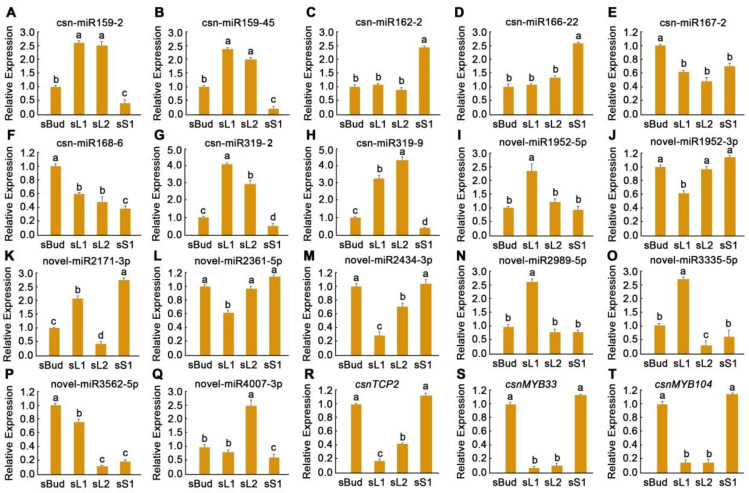
Relative expression of miRNAs and mRNAs in four tissues of XYMJ tea plants using qRT-PCR. (**A**–**H**) The expression levels of eight conserved miRNAs in different plant tissues. (**I**–**Q**) The expression levels of nine novel miRNAs in different plant tissues. (**R**–**T**) The expression levels of three target genes in different plant tissues. Error bars indicate the standard deviation (SD) of three independent biological replicates. Different letters above the bars indicate significant differences at *p* < 0.05. Means followed by the same letter over the bars are not significantly different at the 0.5% level.

**Figure 5:**
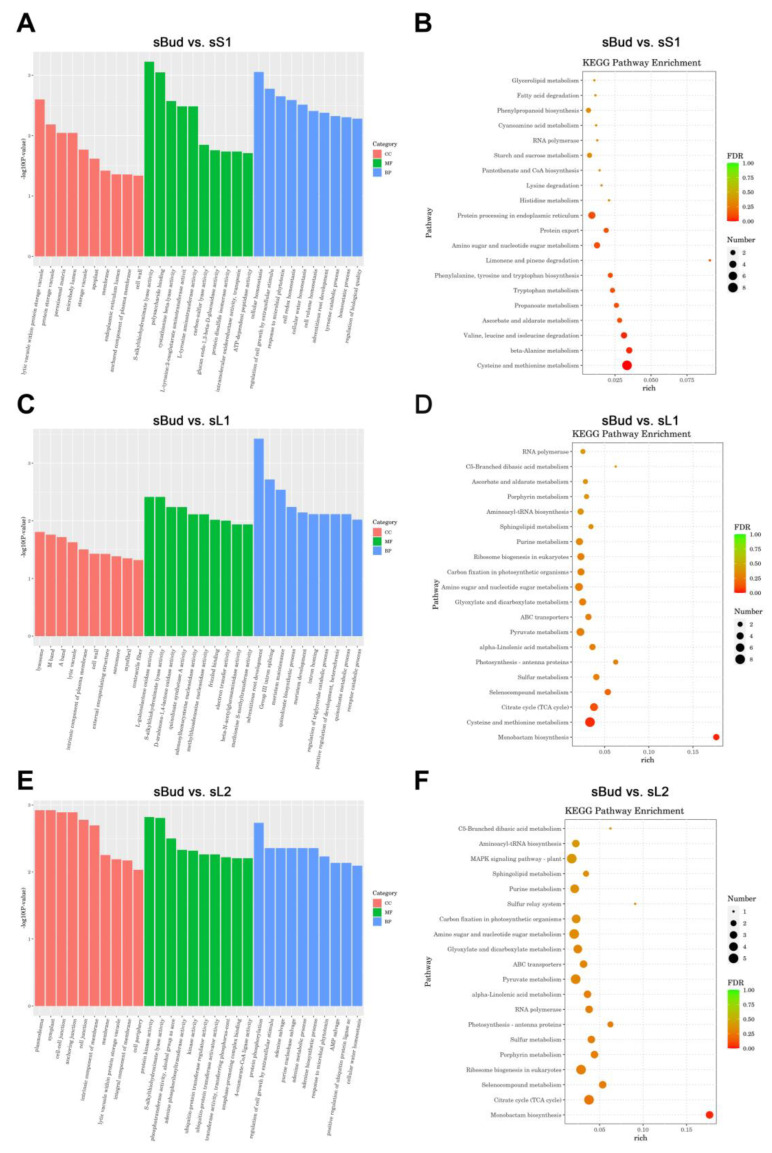
Results of GO and KEGG analyses of DEGs in different tissues of XYMJ tea plants. GO analysis was performed by assigning GO terms to DEGs in three categories: molecular function (MF), biological process (BP), and cellular component (CC). The 20 most enriched KEGG pathways of the target genes of the DEMs in XYMJ tea plants are shown. (**A**–**F**) show the GO terms and KEGG pathways for the sBud vs. sS1, sBud vs. sL1, and sBud vs. sL2 comparison groups. The significance of the matched gene ratio is indicated by the q-value. Redder values indicate higher q-values, and greener values indicate lower q-values; the size of the circle indicates the number of target genes.

**Figure 6:**
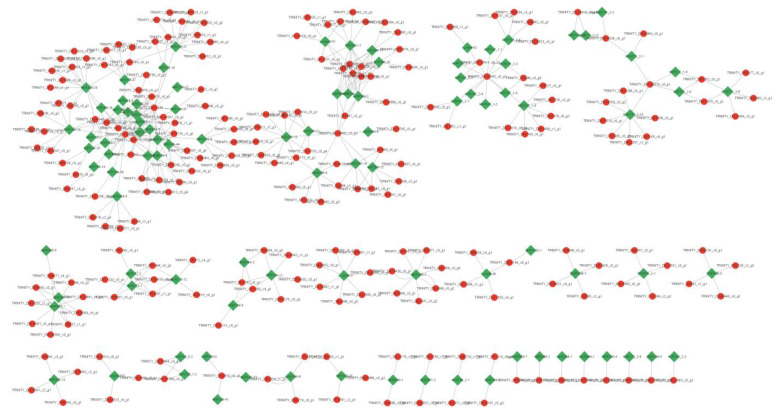
Analysis of the miRNA–mRNA regulatory network. Circles indicate potential target mRNAs, diamonds indicate miRNAs, and lines indicate miRNA–mRNA relationships. Red circles are upregulated genes, and green diamonds are downregulated genes.

**Table 1:** Number of different sRNA types obtained in each sample.

Sample	rRNA	snoRNA	snRNA	tRNA
sBud-1	290,670	15,355	10,113	44,202
sBud-2	266,525	13,058	8667	38,303
sBud-3	223,086	13,483	9053	34,475
sL1-1	250,434	10,991	7016	33,634
sL1-2	300,386	10,672	7370	38,165
sL1-3	246,187	10,370	6873	31,690
sS1-1	227,361	10,842	7439	25,658
sS1-2	243,849	11,896	8133	28,680
sS1-3	252,037	12,271	8102	28,274
sL2-1	350,595	11,119	7909	38,158
sL2-2	298,649	11,791	8068	33,514
sL2-3	299,478	11,342	7768	32,341
Total	3,249,257	143,190	96,511	407,094

**Table 2:** Summary of the results of the known and novel miRNA comparisons.

Comparison of Databases	Transcriptome	Tieguanyin	CSS	Arabidopsis
Known miRNA NO./novel miRNA NO.	381/4	381/506	381/485	381/32
Predicted target genes No. of miRNAs/novel miRNA NO.	107/0	103/2	104/7	99/3
No. of target genes in known miRNAs/novel miRNA	703/0	510/12	537/45	348/18
Predicted target genes locus No. of known miRNAs/novel miRNA	1116/0	861/12	864/56	1224/32

**Table 3:** The miRNAs predicted to play key roles in the development of the leaves of XYMJ tea plants.

miRNA	Expression Pattern	Target Genes
csn-miR156-14	Downregulated (sBud/sS1, sBud/sL1, sBud/sL2)	*AT5G50590*, *AT5G50690*
csn-miR156-26	Upregulated (sBud/sS1, sBud/sL2)	*AT5G50960*, *AT3G14270*, *AT2G45820*
csn-miR159-2	Upregulated (sBud/sS1), downregulated (sBud/sL1, sBud/sL2)	*AT5G67090*, *AT3G06450*, *AT2G26950*
csn-miR159-45	Upregulated (sBud/sS1), downregulated (sBud/sL1, sBud/sL2)	*AT3G57060*, *AT2G03250*, *AT4G18390*, *AT2G13610*, *AT3G19930*, *AT2G43430*
csn-miR160-2	Downregulated (sBud/sS1, sBud/sL1, sBud/sL2),	*AT1G77850*, *AT2G28350*, *AT4G30080*
csn-miR162-2	downregulated (sBud/sS1)	*AT3G01330*, *AT2G23180*
csn-miR166-22	Downregulated (sBud/sS1, sBud/sL2)	*AT1G07810*, *AT1G30490*, *AT1G52150*
csn-miR167-2	Upregulated (sBud/sS1, sBud/sL1, sBud/sL2)	*AT5G41300*, *AT2G48110*, *AT3G57800*
csn-miR168-6	Upregulated (sBud/sS1)	*AT5G07140*, *AT5G17780*, *AT3G07195*
csn-miR319-2	Upregulated (sBud/sS1), downregulated (sBud/sL1, sBud/sL2)	*AT3G57090*, *AT3G61850*, *AT2G07689*
csn-miR319-9	Upregulated (sBud/sS1), downregulated (sBud/sL1, sBud/sL2)	*AT5G14820*, *AT5G46530*, *AT5G56970*, *AT3G30739*, *AT3G32980*, *AT3G62470*
novel-miR3335-5p	Downregulated (sBud/sS1)	
novel-miR3562-5p	Upregulated (sBud/sS1, sBud/sL1, sBud/sL2)	
novel-miR4007-3p	Downregulated (sBud/sL2)	
novel-miR4150-5p	Downregulated (sBud/sL1)	*CAS037071*, *CAS096907*

## Data Availability

The RNA-seq data of *C. sinensis* were deposited in the NCBI SRA database under the accession number PRJNA930208. The sRNA sequence data from this study were deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE224544. The authors confirm that all the experimental data are available and accessible via the main text and the supplementary data.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants12213665/s1, Figure S1. DEGs in two tender leaves and one bud. (A) Venn diagram showing the DEMs identified in the sBud vs. sL comparison groups. (B)Volcano plot showing the DEMs identified in the sL1 vs. sL2 comparison groups. (C) KEGG analyses of DEGs in the sL1 vs. sL2 comparison group of XYMJ tea plants. (D) Heat map showing different mRNA gene expression profiles in various XYMJ tissues. Figure S2. Summary of target DEGs in different XYMJ tea plant tissues. Figure S3. Differentially expressed mRNAs trend analysis in different XYMJ tea plant tissues. The gray line shows the expression pattern of genes in each Cluster, and the blue line shows the average expression amount of all genes in the Cluster in the sample. Figure S4. Relative expression of miRNAs used U6 as an internal reference gene in four tissues of XYMJ tea plants by qRT-PCR. (A–F) The expression levels of conserved miRNAs in different plant tissues. (G–O) The expression levels of novel miRNAs in different plant tissues. Data are mean ± SD (n = 3) of three biological replicates. Figure S5. Summary of DEGs encoding members of TF families in RNA-Seq libraries. Figure S6. Analysis of the miRNA families and their target genes regulatory network.

How the deposited data were processed for this re-analysis (not part of the article)

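Small RNAs of 4 tissues of XYMJ tea plants were sequenced: the bud (sBud), the first leaf below the bud (sL1), the second leaf below the bud (sL2) and the stem (sS1), each in 3 libraries with replicate numbers 1, 2 and 3. The tissue and replicate of each of the 12 libraries were taken from the deposited sample titles and group tags, whose meaning comes from the paper's methods. The deposited tissue field was not used, since it says Leaf for every library, buds and stems included, and the deposited library kit is one for mRNA, while the paper describes libraries of small RNAs. Where the text says labelled, it means the titles and tags. According to the paper's methods, the authors removed adaptors and low-quality reads, kept clean reads of at least 20 nt, set aside reads annotated as rRNA, tRNA, snRNA or snoRNA, and aligned the rest to plant miRNAs of miRBase with up to 2 mismatches. The values that the authors deposited are counts of reads on each conserved miRNA ID, 1 column per library, without normalization. They are whole numbers, and every library lists the same 650 IDs. The paper's text does not name the rule for counting reads that match several IDs. The authors' own test was DESeq. No sequences of the miRNAs come with the counts, so the lengths and bases of Figures 1 and 2 were not analysed here, and the members that the paper names were matched to IDs by family and member number. The paper's other classes of ncRNA, the miRNAs predicted from the genomes, the transcriptome, the qRT-PCR and the target genes were not analysed here.

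The total count of a library ranged from 387015 to 746562. Replicate libraries differed from each other by more than sampling noise, with a chi-square per degree of freedom from 16.1 to 124 over the pairs of replicates, so none of them is a copy of another. A count of 0 was taken to allow up to 3 counts. Where all libraries of a tissue had at most 3 counts of a miRNA, the fold change is given as a lower bound computed against this limit, and where this held for both tissues, no fold change is given.

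Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization, a single fit of the 12 libraries with a term for each tissue). The IDs with at least 10 counts summed over the 12 libraries, 222 in all, were tested in 6 comparisons of tissues. A DEM has an absolute log2 fold change above 1 and an unadjusted p below 0.05, as in the paper's methods, and the number with a Benjamini-Hochberg adjusted p below 0.05 over all tested IDs is given beside it. Normalized values in CPM are edgeR's counts scaled to the library total and its TMM factor. The same test was run on counts summed per family. The miRNAs named in the text are those that the paper names and, in each comparison, the 3 IDs with the largest absolute log2 fold change among the DEMs with an adjusted p below 0.05 and at least 10 counts on average in the higher tissue, and with every library of a tissue above every library of the other, a rule set before the data were examined. Where others are named, the text says so. The number of DEMs expected without any difference was taken from 100 simulations of 12 libraries with the observed dispersions. Shares of families, and the numbers of detected miRNAs, were compared between tissues with an exact permutation test of the F statistic over all 369600 arrangements of the libraries into 4 tissues, which is two-sided and cannot give a p below 6.49e-05. miRNAs counted in a single tissue were set beside 1000 simulations that spread the counts of each miRNA over the libraries in proportion to the library totals.

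The procedure was tested on simulated data before it was used. Of 42 simulated miRNAs with a 4-fold change and at least 10 counts on average, 39 (92.9%) were found as DEMs, and so were 54 of all 68 that were changed and tested, with fewer counts included. Of all those found, 0 had the wrong direction. In the same comparison, 6 of 156 unchanged miRNAs were found. In a comparison without any change, 5 of 224 were found. The permutation test gave a p below 0.05 in 50 of 50 simulated cases with a difference and in 4 of 50 without.

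The alternatives set before the data were examined were DESeq2 1.42.0, limma-voom (limma 3.58.1), RLE size factors, library size only, the removal of the 5 most abundant miRNAs, no filter, filterByExpr of edgeR, adjusted p, fits of the 2 compared tissues alone, the replicate number as a block, each library left out in turn, stricter minimums for detection, libraries drawn down to the smallest total, and the removal of the most abundant family. Those chosen after seeing the data were IDs with a family name only, IDs counted in at least 2 libraries only, fits of 2 tissues with adjusted p, DESeq2 with adjusted p, joined subfamilies, the fit of families without the 5 most abundant miRNAs, and lower bounds of fold changes with 1 library left out. The detection of miRNAs, the family shares and the figures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.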

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

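In this part, the IDs looked at and the tests of ratios were chosen after the result was seen. The edgeR fits and their alternatives had been set before. The conserved miRNAs that the paper discusses all carry a family name. Among the 188 listed IDs without a family name, 6 had more than 3 counts in every library, above what a count of 0 allows, and a single ID, cas-undef-156, held 176540 counts over the 12 libraries. That is 96.8% of the counts on IDs without a family name and rank 7 among all IDs. Its share was highest in the libraries labelled sL2, with a mean of 44158 CPM of the library total, without the TMM factor, against 18512 in sBud, 18747 in sL1 and 23361 in sS1. The log2 fold change was -1.16 for sBud vs. sL2 (standard error 0.15, adjusted p of edgeR = 2.64e-05) and -1.06 for sL1 vs. sL2 (standard error 0.15, adjusted p of edgeR = 4.08e-05), and for sS1 vs. sL2 it was -0.66, inside the threshold of 1. In sBud vs. sL2 it was inside the threshold, at -0.94, without sL2 replicate 1. In sL1 vs. sL2 it was -0.97 without the 5 most abundant miRNAs, -0.96 with filterByExpr and -0.998 in a fit of these 2 tissues alone, and between -1.14 and -0.84 across the fits that each left out 1 library, with -0.84 without sL2 replicate 1 and -0.88 without sL1 replicate 2.

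Normalization, or a few miRNAs taking most of the counts, could raise this ID in sL2. Under 3 other scalings the log2 fold change of sBud vs. sL2 nearest to 0 was -1.12, which argues against this as the whole cause in that comparison. Reads shared with a named miRNA remain open. A constant share of another miRNA's reads would keep the ratio of the 2 constant between tissues. Of the 61 other IDs with at least 1000 counts, cas-MIR535-7, named after its values were seen, had the steadiest ratio, with a range of 0.324 between tissues on the log2 scale (exact permutation test, p = 0.766). This miRNA had 8469 counts in all, or 1 for every 20.8 of cas-undef-156, so it could be the source only if nearly all of its reads were counted on cas-undef-156, and the steady ratio is no evidence for that. Against each of the 6 IDs with more counts than cas-undef-156, the ratio varied between tissues, with ranges of 1.69 or more on the log2 scale (exact permutation tests, p from 6.49e-05 to 0.00286), so a constant share of the reads of any single 1 of these 6 does not account for the whole pattern. Rarer miRNAs, or several together, stay open, since no sequences are at hand. A difference between the tissues themselves, an exchange of labels, and another kind of RNA counted as a miRNA also stay open and were not tested for this ID.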

How the results depend on the processing

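The alternatives named here were set before the data were examined, except for the family-name-only, at-least-2-libraries, joined-subfamily, 2-tissues-with-adjusted-p and DESeq2-with-adjusted-p settings, and the fit of families without the 5 most abundant miRNAs, which were chosen after seeing the data. Where a number moved, the cause was not tested unless it is given.

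Numbers of DEMs stayed within 1.5 times the reported number in sBud vs. sS1 (46 to 73 over 14 alternatives, 56 to 71 with 1 library left out), sBud vs. sL2 (76 to 104, and 87 to 100), sL1 vs. sL2 (73 to 95, and 83 to 90) and sS1 vs. sL2 (67 to 95, and 76 to 89). In sBud vs. sL1 they moved from 43 to 28 with adjusted p and to 24 with adjusted p in fits of 2 tissues, and lay between 34 and 46 with 1 library left out. In sS1 vs. sL1 they moved from 16 to 0 with adjusted p (30 miRNAs had an unadjusted p below 0.05), 1 in fits of 2 tissues with adjusted p and 4 with DESeq2 and adjusted p, because a stricter threshold admits fewer, and lay between 14 and 22 with 1 library left out. The DEMs found in sBud vs. sL2 and not in sBud vs. sL1 lay between 51 and 73 under all alternatives. DEMs shared by the 3 comparison groups with the stem moved from 5 to 0 with adjusted p, 8 with library size only, 8 with no filter, 8 in fits of 2 tissues, 0 in fits of 2 tissues with adjusted p and 2 with DESeq2 and adjusted p, and to between 3 and 10 with 1 library left out (3 without sL1 replicate 1, 8 without sL1 replicate 2 and 10 without sS1 replicate 2). The split into upregulated and downregulated DEMs also moved with library size only, to 47 and 23 in sBud vs. sS1, 39 and 56 in sL1 vs. sL2, 9 and 10 in sS1 vs. sL1, and 33 and 52 in sS1 vs. sL2. The median log2 fold change of all tested miRNAs moved with it by 0.18 in sBud vs. sS1, -0.15 in sL1 vs. sL2 and -0.26 in sS1 vs. sL2, by -0.12 in sS1 vs. sL2 with RLE size factors, and by less than 0.1 in the other comparison groups or without the 5 most abundant miRNAs. Without the 5 most abundant miRNAs, the split in sS1 vs. sL1 was 9 and 9. With filterByExpr it was 8 and 11, and in a fit of the 2 tissues alone 6 and 11. The side with more DEMs also changed in other comparison groups. With IDs counted in at least 2 libraries, the split was 56 and 48 in sBud vs. sL2 and 53 and 42 in sS1 vs. sL2. Without sL2 replicate 1, it was 53 and 46 in sBud vs. sL2 and 49 and 41 in sL1 vs. sL2. Which side has more DEMs is therefore not firm in these comparison groups.

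The libraries of different tissues share replicate numbers. Within tissues, the deviations of libraries with the same number had correlations from -0.151 to 0.174, and 1 of 18 pairs was above 0.1, so samples were not treated as paired. With the replicate number as a block (replicate block), 62 DEMs were found in sBud vs. sS1, 41 in sBud vs. sL1, 96 in sBud vs. sL2, 82 in sL1 vs. sL2, 19 in sS1 vs. sL1 and 89 in sS1 vs. sL2.

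Counted per family, the DEMs of sBud vs. sL1 moved from 11 to 6 with adjusted p and 7 with joined subfamilies, and those of sS1 vs. sL1 from 4 to 0 with adjusted p and 2 with library size only; the other 4 comparison groups stayed within 1.5 times. Joining subfamilies moved the median log2 fold change of all families by -0.43 in sBud vs. sS1, -0.30 in sBud vs. sL1 and -0.65 in sBud vs. sL2, so values of single families from that fit are relative to this shift. Members with the majority direction moved from 8 to 5 in csn-miR167 and from 6 to 3 in csn-miR319 when at least 10 counts on average were required, because 9 and 3 members were then left. The number of families whose share differed between tissues was 12 of 17, 11 of 16 with joined subfamilies, and, over the 16 families in both totals, 11 with all counts and 13 without csn-miR166.

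With a minimum of 5 counts, the miRNAs detected per library were 146.7 in sBud, 136 in sL1, 153 in sL2 and 145.7 in sS1. The miRNAs counted in a single tissue depended on the minimum most of all, since most had a single count: 0 in every tissue had at least 10 counts in it, and 0 in every tissue were counted in each of its libraries. With IDs that carry a family name only, the numbers were 44 in sBud, 26 in sL1, 46 in sL2 and 40 in sS1. With 1 library of the tissue left out, they were from 46 (without sBud replicate 1) to 63 in sBud, 31 (without sL1 replicate 1) to 37 in sL1, 56 (without sL2 replicate 3) to 65 in sL2, and 47 (without sS1 replicate 3) to 57 in sS1. Depth therefore limits any statement on the presence of a miRNA in a single tissue.

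For the named miRNAs, cas-undef-156 included, 53 log2 fold changes were recomputed. For each it was recorded whether the direction and the call as a DEM, by p and fold change together, stayed the same. Of 623 values under other settings, 611 kept both, 6 were no longer DEMs, 6 became DEMs and 0 changed direction. Of 318 values with 1 library left out, 305 kept both, 7 were no longer DEMs, 5 became DEMs and 1 changed direction. This was csn-miR159-45 in sBud vs. sL1, at 0.18 with all libraries, which was -0.0428 without sBud replicate 2 and up to 0.4591 without sL1 replicate 3.

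The lower bounds of fold changes rest on the mean of the higher tissue and move with single libraries, as tested after seeing the data. For cas-MIR156-14 in sS1 vs. sL2, the bound of 7.91-fold was 4.70-fold without sL2 replicate 2 and 10.5-fold without sL2 replicate 1. For cas-MIR159-28, the bounds of 7.83-fold (sBud vs. sS1) and 5.83-fold (sBud vs. sL1) were 5.35-fold and 3.98-fold without sBud replicate 3, and for cas-MIR171_2-14 in sBud vs. sL2 that of 5.29-fold was 3.69-fold without sL2 replicate 2.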

Differences from the paper's values

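Each value below is the paper's and then the value from the deposited counts, with the alternatives that were set before the data were examined.

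The paper reports 26 DEMs in sBud vs. sL1, and 43 were found here. Within 1.5 times the paper's number were adjusted p (28), DESeq2, filterByExpr, fits of 2 tissues, and the fits without sBud replicate 1, sBud replicate 3 or sL1 replicate 2, while the other 9 of 16 alternatives were not. Adjusted p in fits of 2 tissues gave 24 and adjusted p with DESeq2 gave 31, both chosen after seeing the values. Of the paper's 26, 12 are upregulated, and 22 were here, where adjusted p and filterByExpr alone came within 1.5 times. The paper's 48 DEMs in sBud vs. sL2 (22 upregulated and 26 downregulated) stand beside 96 (44 and 52), and none of the alternatives closed the gap (76 to 100 DEMs). In sS1 vs. sL1, the sum of the regions in Fig. 3B is about 72, read by eye, and 16 DEMs were found here, with none of the alternatives closing the gap (0 to 22). In sL1 vs. sL2, the paper's 6 upregulated and 3 downregulated DEMs stand beside 43 and 47, and none of the alternatives closed the gap.

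The paper gives 43 DEMs shared by the 3 comparison groups with the stem, and 5 were found here (0 to 10 under 22 alternatives, none of which closed the gap). The paper's number in sS1 vs. sL1 alone is 4 and the number here is 1, and in sS1 vs. sL2 alone the paper's is 16 and the number here 53. No alternative was set for either. The paper's 24 DEMs of sBud vs. sL2 in Figure S1A were read as those not found in sBud vs. sL1, of which 67 were found here (51 to 73, none of the alternatives closing the gap). The paper's 3 of sBud vs. sL1 were read in the same way and stand beside 14, with no alternative set.

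The paper reports 167, 86, 189 and 233 conserved miRNAs in sBud, sL1, sS1 and sL2, and 361, 326, 380 and 380 IDs had at least 1 count in a library of these tissues. The paper's total is 381 conserved miRNAs, and 650 IDs are listed. Of the listed IDs, 462 carry a family name and 362 were counted in at least 2 libraries, subsets chosen after seeing the values. The paper also gives a larger total over various tissues. It is the sum of its numbers per tissue, in which a shared miRNA counts more than once. The same sum over tissues was 1447 here. The paper groups its 381 conserved miRNAs into 60 families, and the listed IDs have 107 family names with subfamilies joined. The paper's csn-miR156 family has 17 members, and 26 IDs are listed. No alternative was set for these numbers. The paper reports 37 conserved miRNAs specific to buds, and 79 IDs were counted in sBud alone, which came within 1.5 times without sBud replicate 1 (46) or without sBud replicate 3 (51) and not under the other 4 alternatives. With IDs that carry a family name only, chosen after seeing the values, 44 were counted in sBud alone. The paper's 7 conserved miRNAs specific to stems stand beside 78 in sS1, and none of the alternatives closed the gap. The paper states 1 expression pattern for 22 csn-miR167 members, and 8 of 13 tested members shared the majority direction here, with 5 and 7 under the alternatives, neither of which closed the gap.

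Several statements without a number also differ. The paper finds the most tissue-specific miRNAs in buds and the fewest in stems, while here the most were counted in sL2 alone (91) and the fewest in sL1 alone (50). Depth limits this ranking. At equal depth the numbers were 74 in sL2, 72 in sBud, 65 in sS1 and 54 in sL1. Sampling of reads gave as many as observed in 0 of 1000 runs for sBud and in 5 for sL2. The paper finds few DEMs between the first and second leaves, while here sS1 vs. sL1 had the fewest (16). One part of its results names csn-miR166 as the family with the most members and its discussion names csn-miR159, and the files list 42 and 47 IDs. Its discussion names csn-miR159, csn-miR319, csn-miR396, csn-miR167 and csn-miR171 as the most highly expressed families of its network. Its results call members of the same families the most connected in that network, which is another measure than counts. By counts over all libraries, csn-miR166, which is not among these, had 41.4% on average against 40.5% for csn-miR159. It had less than csn-miR159 in sBud and sL2, and csn-miR319 was at rank 18. Of the 23 directions that Table 3 gives for 9 conserved miRNAs matched to a single ID, 7 are those of the deposited counts with upregulated meaning higher in sBud, and 15 with it meaning lower in sBud. These are fitted directions, and those of csn-miR319-2 and csn-miR319-9 in sBud vs. sS1 and sBud vs. sL1 rest on at most 3 counts per library. In the first sense, csn-miR156-14 is downregulated in Table 3 but was at least 18.0-fold higher in sBud than in sS1, csn-miR160-2 and csn-miR166-22 are downregulated in Table 3 but had positive log2 fold changes in sBud vs. sS1 (1.93 and 1.29), and csn-miR156-26 and csn-miR168-6 are upregulated in it but had negative ones (-1.34 and -0.72). The paper describes csn-miR159-2 as lower in buds than in first leaves, and its log2 fold change in sBud vs. sL1 was 3.12 here. By qRT-PCR the paper finds csn-miR167-2 and csn-miR168-6 highest in sBud, and reports that sequencing gave the same patterns. In the counts, cas-MIR168-6 was lowest in sBud (4174 CPM) and highest in sL2 (11030 CPM), and of the 2 IDs that match csn-miR167-2, cas-MIR167_2-2 was highest in sS1 (8544 CPM) and cas-MIR167_1-2 in sBud (79.7 CPM). It also finds csn-miR162-2 and csn-miR166-22 specific to sS1, while cas-MIR162_2-2 and cas-MIR166-22 had their highest means in sBud (44078 and 22598 CPM). It finds csn-miR159-2, csn-miR159-45, csn-miR319-2 and csn-miR319-9 specific to both leaves, while all 4 had their highest means in sL2, and in sL1 cas-MIR319-2 had 0 counts in every library.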

Other observations

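The tests of explanations in this part were chosen after the results were seen, apart from the splits of the libraries. Settings planned as alternatives before were DEMs without the 5 most abundant miRNAs, libraries drawn down, single libraries left out and library size only.

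The 6 libraries of each comparison can be split into 3 and 3 in 10 ways. In each of the 6 comparison groups, 1 of the 10 splits, the split by tissue, gave the highest number of DEMs. The next highest numbers were 11 in sBud vs. sS1, 19 in sBud vs. sL1, 14 in sBud vs. sL2, 10 in sL1 vs. sL2, 14 in sS1 vs. sL1 and 12 in sS1 vs. sL2. With 10 splits the share cannot be lower than this, so the splits alone exclude nothing. In 100 simulations of unchanged tissues, the highest numbers of DEMs were 18 in sBud vs. sS1, 15 in sBud vs. sL1, 14 in sBud vs. sL2, 15 in sL1 vs. sL2, 15 in sS1 vs. sL1 and 15 in sS1 vs. sL2. The observed numbers in these comparison groups were 65, 43, 96, 90, 16 and 92. All but the 16 of sS1 vs. sL1 lie far above, which argues against chance as their whole cause.

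The libraries labelled sL1 and sS1 had few DEMs between them, and those labelled sL1 and sL2 had many. The lower depth of the sL1 libraries and the few miRNAs that take most of the counts are both argued against as the whole cause of this contrast. With every library drawn down to the smallest total, sL1 vs. sL2 had 92 DEMs and sS1 vs. sL1 had 20. Without the 5 most abundant miRNAs, these numbers were 89 and 18. How many more DEMs deeper sL1 libraries would give was not tested. A candidate explanation is that tissue labels differ between the files and the paper. Over the 24 ways of assigning the 4 labels to the paper's tissues, the geometric mean fold difference from the paper's 6 numbers of DEMs, 2 of them sums read from a figure, was 2.44 with the labels as deposited (rank 11) and lowest, at 1.42, with sL2 and sS1 exchanged. The next lowest was 1.47. All 6 assignments in which the paper's sS1 is the libraries labelled sL2 were tried as a set, and lay between 1.42 and 2.04. The lowest of the other assignments was 1.75, so not every member of the set was closer than the others. The directions of Table 3 were set beside the same assignments. Of its 23 statements, 7 are met with the labels as deposited, 1 with sL2 and sS1 exchanged, 15 with the labels as deposited and upregulated meaning higher in the tissue named second, and 21 with both changes. Neither change alone therefore accounts for the table. Both together need upregulated to mean higher in the tissue named second. The paper's qRT-PCR text describes csn-miR167-2 and csn-miR168-6, upregulated in Table 3, as higher in sBud, which is the opposite sense. In that sense the exchange met 1 statement and the labels as deposited met 7, so the table does not favour the exchange. The number 21 was the highest of 48 readings but was reached by 4 of them, so the table does not single out an assignment. Which labels are right, if any are wrong, cannot be decided from these counts, and a difference in the authors' processing stays open. Every direction in the text uses the labels as deposited.

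Random sampling of rare miRNAs could account for miRNAs counted in a single tissue. Simulations without other variation gave 49.02 IDs for sL1 (50 observed) and 73.32 for sS1 (78 observed), and as many as observed were reached in 455 and 271 of 1000 runs, so sampling alone is consistent with these numbers. For sBud they gave 55.97 (79 observed) and for sL2 72.19 (91 observed), reached in 0 and 5 of 1000 runs. That argues against sampling in proportion to the library totals as the whole cause there. Totals scaled by the TMM factors were not simulated. These factors lay between 1.03 and 1.18 in sL2 and between 0.857 and 0.981 in sS1, so the results for both tissues may depend on this choice. Variation between libraries within a tissue, which the simulations leave out, and a difference between the tissues stay open, and without sBud replicate 1 or sL2 replicate 3 the numbers were 46 and 56.

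Counts of csn-miR319 were highest in the libraries labelled sL2, where csn-miR159-2 was also highest. A constant share of csn-miR159-2 reads counted as csn-miR319 could give this pattern, but the ratio would then not vary between tissues. It was 13.2 ± 4.03 csn-miR319 counts per 1000 counts of csn-miR159-2 in sBud (SD, n = 3), 11.6 ± 3.71 in sL1, 7.40 ± 0.338 in sL2 and 17.8 ± 1.11 in sS1 (exact permutation test, p = 0.0216), which argues against a constant share as the whole cause. Against all csn-miR159 counts the ratio was 0.801, 0.120, 2.83 and 0.270 per 1000 (exact permutation test, p = 6.49e-05, the smallest that the permutations can give). These 2 ratios were the only ones computed. A contribution from such reads to part of the csn-miR319 counts, and a difference between tissues, stay open.

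In sBud, 8 miRNAs were DEMs with a higher value than in each of the 3 other tissues, and 10 with a lower one. The 3 comparisons share the sBud libraries, which could by itself give such a list. In 100 simulations of unchanged tissues the largest number of miRNAs lower in sBud than in all 3 others was 2, so the shared libraries are argued against as the whole cause. Of the 10, 7 are csn-miR396 members, while another member, cas-MIR396-8, is among the 8 that were higher. For the counts summed over csn-miR396, in a fit with joined subfamilies, normalization is argued against as the whole cause, since the log2 fold change nearest to 0 over the 3 comparisons was -1.71 with library size only. It was -1.74 without the 5 most abundant miRNAs, csn-miR396-11 among them, which argues against this member alone. Reads shared between members were not tested, since no sequences are at hand. That csn-miR396 is lower in buds than in the other tissues as labelled is a hypothesis found and tested on the same data, and a difference between tissues stays open.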
